# Concurrent hippocampal induction of MHC II pathway components and glial activation with advanced aging is not correlated with cognitive impairment

**DOI:** 10.1186/1742-2094-8-138

**Published:** 2011-10-11

**Authors:** Heather D VanGuilder, Georgina V Bixler, Robert M Brucklacher, Julie A Farley, Han Yan, Junie P Warrington, William E Sonntag, Willard M Freeman

**Keywords:** hippocampus, cognitive decline, para-inflammation, neuroinflammation, aging, Morris water maze

## Abstract

**Background:**

Age-related cognitive dysfunction, including impairment of hippocampus-dependent spatial learning and memory, affects approximately half of the aged population. Induction of a variety of neuroinflammatory measures has been reported with brain aging but the relationship between neuroinflammation and cognitive decline with non-neurodegenerative, normative aging remains largely unexplored. This study sought to comprehensively investigate expression of the MHC II immune response pathway and glial activation in the hippocampus in the context of both aging and age-related cognitive decline.

**Methods:**

Three independent cohorts of adult (12-13 months) and aged (26-28 months) F344xBN rats were behaviorally characterized by Morris water maze testing. Expression of MHC II pathway-associated genes identified by transcriptomic analysis as upregulated with advanced aging was quantified by qPCR in synaptosomal fractions derived from whole hippocampus and in hippocampal subregion dissections (CA1, CA3, and DG). Activation of astrocytes and microglia was assessed by GFAP and Iba1 protein expression, and by immunohistochemical visualization of GFAP and both CD74 (Ox6) and Iba1.

**Results:**

We report a marked age-related induction of neuroinflammatory signaling transcripts (*i.e*., MHC II components, toll-like receptors, complement, and downstream signaling factors) throughout the hippocampus in all aged rats regardless of cognitive status. Astrocyte and microglial activation was evident in CA1, CA3 and DG of intact and impaired aged rat groups, in the absence of differences in total numbers of GFAP^+ ^astrocytes or Iba1^+ ^microglia. Both mild and moderate microglial activation was significantly increased in all three hippocampal subregions in aged cognitively intact and cognitively impaired rats compared to adults. Neither induction of MHCII pathway gene expression nor glial activation correlated to cognitive performance.

**Conclusions:**

These data demonstrate a novel, coordinated age-related induction of the MHC II immune response pathway and glial activation in the hippocampus, indicating an allostatic shift toward a para-inflammatory phenotype with advancing age. Our findings demonstrate that age-related induction of these aspects of hippocampal neuroinflammation, while a potential contributing factor, is not sufficient by itself to elicit impairment of spatial learning and memory in models of normative aging. Future efforts are needed to understand how neuroinflammation may act synergistically with cognitive-decline specific alterations to cause cognitive impairment.

## Background

Cognitive aging, characterized by a decline in a range of cognitive functions central to independence and quality of life, affects more than half of the population over 60 years of age [1]. Spatial learning and memory is one of the domains of cognitive function most frequently and severely impacted with aging [2]. Spatial cognitive function is mediated, to a large extent, by the hippocampus, which undergoes numerous molecular and physiological changes with aging. These alterations include vascular rarefaction, decreased trophic support, decreased glucose utilization and bioenergetic metabolism, and impaired protein synthesis and quality control (reviewed in [3]). Additionally, with advancing age, hippocampal volume decreases and neurotransmission and synaptic integrity decline, all in the absence of gross neuronal loss or overt neuropathology [4-9]. The molecular and cellular basis of these changes may include misfolded proteins and protein aggregates [10], synaptic pruning [11], decreased synaptic protein expression [12], and increased oxidative stress [8], which together suggest that the neural microenvironment becomes dysregulated in the aged hippocampus. This dysregulation may indicate a declining ability of glial cells to perform their roles in debris clearance, nutritional support, and even neurotransmission, which are vital for maintenance of hippocampal function and hippocampus-dependent spatial learning and memory [13-16].

The glial shift toward an activated phenotype with normal aging likely reflects increased inflammatory signaling, which has been implicated in damage- and disease-related cognitive impairment as discussed below. Pathological gliosis and inflammation are associated with severe cognitive dysfunction in neurodegenerative/advanced disease states (*e.g.*, Alzheimer's disease, vascular dementia), traumatic brain injury, chronic stress and direct inflammatory stimulation (*e.g.*, lipopolysaccharide injection, transgenic manipulation) [17-24]. Deficits of hippocampus-dependent cognitive function with healthy aging are less severe and more heterogeneous, affecting a subset of the aging population while others retain normal cognitive capabilities. Rodent models of normative human aging reflect this behavioral heterogeneity, which enables segregation of aged animals into cognitively intact and cognitively impaired groups and assessment of both age-related and cognitive impairment-specific phenomena [25-27]. Glial activation and induction of inflammatory response factors are recognized components of normal brain aging, but characterization of hippocampal cellular and molecular mediators of immune/inflammatory signaling in cognitively stratified subjects remains incomplete. Studies of severe neurodegenerative conditions characterized by significant neuronal loss suggest that neuroinflammation is a causative factor in cognitive impairment [28,29]. The relationship between neuroinflammatory signaling and non-neurodegenerative age-related cognitive decline, however, is not understood, and is likely less straightforward than that observed with neurodegenerative conditions.

Here, we demonstrate the age-related induction of 21 inflammation-response genes including MHC II antigen processing components, antigen-recognizing receptor pathways, immune cell activating factors, and downstream inflammatory signaling molecules in whole-hippocampus synaptosomal fractions and in discrete hippocampal subregions (CA1, CA3, DG) derived from independent cohorts of rats behaviorally assessed for hippocampus-dependent learning and memory by Morris water maze testing. MHC II signaling has a pivotal role in immune responses and inflammation, responding to both exogenous (*e.g.*, bacterial) and endogenous (*e.g*., protein aggregates, necrotic cell debris) antigenic proteins. These antigenic proteins bind to molecules including toll-like receptors (*Tlr2*, *Tlr4*, *Tlr7*) and complement components (*C1s*, *C3*, *C4a*, *Serping1 *[*C1inh*]), which recognize potentially threatening peptide sequences classified as PAMPs (pathogen-associated molecular patterns) and DAMPs (danger-associated molecular patterns). Recognition of these sequences stimulates immune cell-activating factors (*Erbb3*, *Ccr5*, *Fcgr2a*, *Fcgr2b*) and internalization of the protein, processing, and subsequent presentation by MHC II (for review see [30]and [31]). The MHC II complex consists of alpha and beta chains (*Hla-Dra *and *Hla-Drb*), which heterodimerize to form an antigen binding pocket. This pocket is typically blocked by a cathepsin (*Ctse*)-cleaved peptide product of *Cd74*, called CLIP (*i.e*., the MHC II invariant chain), which prevents spontaneous binding of self-derived peptides. An MHC II cofactor consisting of its own alpha and beta chain subunits (*Hla-Dm*) facilitates removal of CLIP and loading of the antigenic peptide prior to MHC II trafficking to the membrane for presentation to immune-response cells.

In the central nervous system, microglia constitute the primary line of immunity and defense, and as such, are the primary mediators of MHC II antigen processing and presentation, whereas MHC II is typically expressed only at nominal levels in astrocytes *in vivo *[32,33]. Toll-like receptors and complement components, as well as downstream inflammatory signaling factors (*Hsbp1, Lgals3, Cp, Icam1, S100a6*), on the other hand, are more broadly expressed by astrocytes, microglia and neurons In the CNS, both microglia and astrocytes play regulatory and supportive roles in neuronal function by metabolizing glutamate, providing nutritional support, and removing potentially toxic cell debris [15,34,35] In the aged hippocampus, cellular debris detected by activated microglia and astrocytes may include degenerating synaptic terminals [5,11,36], myelin fragments [37], and misfolded proteins [10].

The goal of this study was to examine MHC II pathway gene expression and glial activation measures in adult and aged, cognitively stratified animals to determine the relationship of these neuroinflammatory measures to cognitive decline. Despite the widely accepted concept of increased glial activation and MHC II induction with aging, quantitative assessments of hippocampal microglial activation (percentage of total microglial activated) and comprehensive assessment of MHC II gene expression have not been performed in behaviorally characterized adult and aged animals. Additionally, the distribution these neuroinflammatory measures across hippocampal subregions has not been examined. This work demonstrates for the first time that induction of the MHC II antigen processing and presentation pathway with aging occurs concomitantly with glial activation, and involves upregulation of complement and toll-like receptors as well as downstream inflammation response factors. Our findings also indicate that induction of hippocampal neuroinflammation, while a potential contributing factor to cognitive decline, does not in itself manifest in age-related impairment of spatial learning and memory.

## Methods

### Animals

Male Fischer 344 × Brown Norway (F1) hybrid rats (see Table 1 for cohort information) were purchased from the Harlan Industries (Indianapolis, IN) National Institute on Aging colony as previously described [27] and quarantined/acclimatized for two weeks upon arrival. Rats were singly housed in laminar flow cages with free access to food (Purina Mills, Richmond, IN) and water and maintained on a 12-hour light/dark cycle with constant temperature and humidity in the OUHSC specific pathogen-free Barrier Facility. One week after completion of behavioral testing, rats were sacrificed by decapitation without anesthesia, and the hippocampi rapidly dissected for synaptosome preparation (set 1) or hippocampal subregion dissection (set 2). Alternatively, rats were perfusion-fixed, and their brains extracted for immunohistochemistry (set 3). At sacrifice, animals were examined for exclusionary criteria (e.g., kidney disease, cardiac hypertrophy, peripheral tumors, pituitary tumors, cortical atrophy). The OUHSC animal facilities are fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care, and all animal procedures were approved by the Institutional Animal Care and Use Committee in compliance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals and the National Research Council's Guide for the Care and Use of Laboratory Animals. The three independent animal cohorts used in this study are summarized in Table 1.

**Table 1:** Animal cohort information

Cohort	Age (months)	Group	n	Sample Type	Analyses Performed
1*	12	Adult	5		
			
	28	Aged Intact	8	synaptosomes (whole hippocampus)	Morris water maze, transcriptomic analysis, qPCR
			
	28	Aged Impaired	7		

2	12	Adult	7		
			
	26	Aged Intact	7	Hippocampal subregions (CA1, CA3, DG)	Morris water maze, qPCR, immunoblotting
			
	26	Aged Impaired	10		

3*	13	Adult	3		
			
	26	Aged Intact	3	Perfusion-fixed sagittal brain sections	Morris water maze, immunohistochemistry
			
	26	Aged Impaired	3		

* Described in reference 27

### Morris water maze testing

Rats were acclimatized to the OUHSC Barrier Facility for two weeks prior to hippocampus-dependent spatial learning and memory assessment conducted as previously described [27,38]. Briefly, a water maze (1.7 m × 0.6 m) was filled to a depth of 25 cm with water made opaque with non-toxic, water-based white food coloring, and a retractable 12 cm^2 ^escape platform was fixed 2 cm beneath the water's surface. A curtain with fixed-position visual cues, serving as reference cues for the location of the escape platform, surrounded the maze pool. A center-mounted camera provided visual input to an automated tracking system (Noldus Ethovision XT, Wageningen, Netherlands) for evaluation of maze performance. Task acquisition was conducted over eight days, in two-day blocks consisting of five 60 s trials each. The submerged escape platform position was fixed throughout acquisition. Path length to find the platform was the dependent measure, with shorter path lengths indicating better performance. After completion of each acquisition block (i.e., on days 2, 4, 6 and 8), a 30 s probe trial was performed with the escape platform removed. Rats were placed into the maze and the mean proximity to the platform location, duration in the annulus-40 (the area 40 cm around the platform location), cumulative distance, and mean swim velocity were recorded. To avoid extinguishing memory of the platform location, the platform was then replaced and rats were given an additional 60 s to locate it using the surrounding cues. Two days following conclusion of water maze testing, visual performance was assessed over four consecutive swim trials with the escape platform visible to ensure that maze performance was not affected by visual deficits.

Probe trial data were used to segregate aged animals into cognitively intact and impaired groups relative to the performance of adult rats, allowing retrospective analysis of acquisition phase data by group. As previously described [27], mean proximity to the escape platform location was used as the primary measure of cognitive performance on probe trials based on demonstration of its superior sensitivity compared to alternative measures [39]. The number of cumulative platform location crossings was used as a secondary measure of cognitive performance [40]. For descriptive purposes mean probe trial proximity-to-platform values of retrospectively stratified groups were assessed by one-way ANOVA with Student Newman Keuls (SNK) post hoc testing to confirm that the performance of the aged, cognitively impaired group was indeed inferior to the adult and aged, cognitively intact groups. To ascertain successful learning of the task by probe performance-stratified groups, acquisition data were statistically analyzed across blocks by one-way repeated measures ANOVA with Holm-Sidak post hoc testing. Significance of group differences for individual acquisition blocks and probe trials was assessed by one-way ANOVA with Student Newman Keuls post hoc testing.

### Synaptosome isolation

Hippocampal synaptosomes were prepared as previously described [12,27]. Briefly, hippocampi were rapidly dissected into ice-cold HEPES-buffered sucrose (320 mM sucrose, 4 mM HEPES, 1 mM, Na_3_VO_4_, pH 7.4) and incubated on ice for 30 min with buffer replaced twice at 10 minute intervals. Hippocampi were homogenized in 8 mL buffered sucrose with a mechanically-driven dounce and nuclear, cytoskeletal, and synaptosomal fractions were separated by differential centrifugation. Synaptosome samples were then resuspended in Tri-Reagent for subsequent RNA extraction.

### Hippocampal subregion dissection

For dissection of hippocampal subregions of interest (CA1, CA3, DG), left and right hippocampi were individually hemisected and the dorsomedial portion was further dissected into four blocks perpendicular to the longitudinal axis. From these blocks, the CA3 was dissected by cutting along the edge of the DG and the CA1 and DG were dissected by cutting along the hippocampal fissure as described previously [41].

### Perfusion fixation and embedding

Rats used for immunohistochemical assessment were anesthetized with ketamine/xylazine and transcardially perfused with 6U/mL heparin (sodium salt) in PBS followed by phosphate-buffered 4% paraformaldehyde (pH 7.4). Brains were extracted and hemisected sagittally, immersion-fixed in 4% paraformaldehyde (pH 7.4) overnight at 4°C, rinsed twice in PBS, and impregnated with 30% sucrose as previously described [27]. Tissue samples were embedded in Tissue-Tek optimal cutting temperature compound (Sakura Finetek, Torrance, CA, USA), frozen in isopentane on dry ice, and stored at -80°C.

### RNA isolation

Hippocampal synaptosome and dissected subregion samples were homogenized in 300 μL TriReagent (Molecular Research Center, Cincinnati, OH) by bead mill (Retsch TissueLyzer II, Qiagen, Valencia CA, USA) as previously described [27]. RNA was isolated from synaptosomal homogenates by addition of 10% BCP and standard phase separation, followed by overnight isopropanol precipitation at -20°C. RNA was purified using the Qiagen RNeasy Mini kit (Qiagen), and quality and quantity were assessed by microfluidics chip (Agilent 2100 Expert Bioanalyzer Nano Chip, Agilent, Palo Alto, CA) and spectrometry (NanoDrop ND1000; Thermo Scientific, Wilmington, DE), respectively, with RNA integrity numbers > 8 used as exclusion criteria.

### Microarray analysis

Transcriptomic analysis of hippocampal synaptosomes derived from adult, aged intact, and aged impaired rats (n = 5-7/group) was performed using Illumina RatRef-12 microarrays (Illumina, San Diego, CA) according to standard methods and as previously described [42,43]. Briefly, first-strand cDNA was synthesized from 500 ng input RNA by two-hour incubation at 42°C with T7 Oligo(dT) primer, 10 × First Strand buffer, dNTPs, RNase inhibitor, and ArrayScript. Second-strand cDNA was synthesized from first-strand cDNA by two hour incubation at 16°C with 10 × Second Strand buffer, dNTPs, DNA polymerase, and RNase H, purified using the Illumina TotalPrep kit (Ambion, Foster City, CA) according to the manufacturer's protocols and eluted in 19 μL 55°C nuclease-free water. cRNA was synthesized from second-strand cDNA using the MEGAscript kit (Ambion), and labelled by incubation for 14 hours at 37°C with T7 10× Reaction Buffer, T7 Enzyme mix, and Biotin-NTP mix. Following purification with the Illumina TotalPrep RNA Amplification kit (Ambion) according to manufacturer's instructions, cRNA yields were quantitated using a NanoDrop ND1000 spectrometer. Biotinylated cRNA (750 ng) was hybridized to RatRef-12 BeadChips by incubating for 20 hours at 58°C at a rocker speed of 5. After incubation, BeadChips were washed and streptavidin-Cy3 stained, dried by centrifugation at 275 × g for 4 min and scanned and digitized using a Bead Station Bead Array Reader.

Arrays were quality control checked, and initial data analysis using average normalization with background subtraction was performed in GenomeStudio software (Illumina). The full microarray dataset has been deposited in the Gene Expression Omnibus, accession# (GSE29511). Using detection p-values generated by GenomeStudio, probes were filtered for only those with present or marginal calls in 100% of the samples in at least one of the three experimental groups. This ensured that transcripts not reliably detected in the experiment were excluded from statistical analysis, and that genes potentially expressed in only one experimental animal group (i.e., in adult, aged intact or aged impaired rats only) were retained. Statistically significant differential gene expression was determined using a combination of pair-wise absolute value fold-change cutoff of 1.2 and one-way ANOVA with Student Newman Keuls post hoc testing p < 0.05 [43].

### Bioinformatic analysis and visualization

Array data were imported into Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA) for determination of significantly regulated pathways/networks (Fisher's Exact Test, p < 0.001) represented by genes differentially expressed between groups. The distribution of gene expression for the regulated pathway of interest was visualized by a heatmap generated in GeneSpring GX11 (Agilent) with hierarchical clustering by individual samples and genes using average distance and complete linkage. Gene expression levels represented on the heatmap were log-scaled to the adult mean expression per gene, with green < 1.0, black = 1.0, and red > 1.0, with color hue indicative of degree of down- or up-regulation.

### RT-qPCR

Confirmation of gene expression levels was performed as previously described using whole-hippocampus synaptosomes (n = 5-8/group) with assessments expanded to individual hippocampal subregions (n = 7-10/group). cDNA was synthesized from purified RNA with the ABI High-capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA). For each sample, 1 μg RNA was reacted with random primers, dNTPs, and MultiScribe Reverse Transcriptase enzyme using a GeneAmp PCR 9700 System (Applied Biosystems), as previously described [27,43,44]. qPCR analysis of targets of interest was performed using standard laboratory methods and TaqMan Assay-On-Demand (Applied Biosystems, Foster City, CA, USA) gene-specific primers/probe assays (Table 2) and a 7900HT Sequence Detection System (Applied Biosystems) [27,43,44]. Relative gene expression was calculated with SDS 2.2.2 software using the 2^-ΔΔCt ^analysis method with β-actin as an endogenous control. Statistical analysis of age-related (*i.e.*, adult vs. aged) gene expression changes in microarray-confirmation qPCR experiments was performed by two-tailed t-testing with Benjamini-Hochberg multiple testing correction (BHMTC). To assess the potential regulation of mRNA expression with cognitive status (adult, aged cognitively intact, and aged cognitively impaired), qPCR data were analyzed by one-way ANOVA with BHMTC, followed by SNK post hoc testing of pair-wise comparisons. Potential relationships between gene expression and behavioral performance (mean proximity to platform) were assessed by Pearson product moment correlation analyses with BHMTC.

**Table 2:** Primer/probe information

Gene Symbol	Gene ID	Gene Name	TaqMan AOD #
C1s	192262	complement component 1, subcomponent s	Rn00594278_m1

C3	24232	complement component 3	Rn00566466_m1

C4a	24233	complement component 4a	Rn00709527_m1

Ccr5	117029	chemokine (C-C motif) receptor 5	Rn00588629_m1

Cd74	25599	CD74 molecule, major histocompatibility complex, class II invariant chain	Rn00565062_m1

Cp	24268	ceruloplasmin	Rn00561049_m1

Ctse	25424	cathepsin E	Rn00564036_m1

Erbb3	29496	v-erb-b2 erythroblastic leukemia viral oncogene homolog 3	Rn00568107_m1

Fcgr2a	116591	Fc fragment of IgG, low affinity IIa, receptor (CD32)	Rn00821543_g1

Fcgr2b	289211	Fc fragment of IgG, low affinity IIb, receptor (CD32)	Rn00598391_m1

Hla-dmb	3109	major histocompatibility complex, class II, DM beta	Rn01429041_m1

Hla-dra	294269	major histocompatibility complex, class II, DR alpha	Rn01427980_m1

Hla-drb1	294270	major histocompatibility complex, class II, DR beta 1	Rn01429350_m1

Hsbp1	286899	heat shock factor binding protein 1	Rn00583001_g1

Icam1	25464	intercellular adhesion molecule 1	Rn00564227_m1

Lgals3	83781	lectin, galactoside-binding, soluble, 3	Rn00582910_m1

S100a6	85247	S100 calcium binding protein A6	Rn00821474_g1

Serping1	295703	serpin peptidase inhibitor, clade G (C1 inhibitor), member 1	Rn01485600_m1

Tlr2	310553	toll-like receptor 2	Rn02133647_s1

Tlr4	29260	toll-like receptor 4	Rn00569848_m1

Tlr7	317468	toll-like receptor 7	Rn01771083_s1

### Protein Extraction

Soluble protein was isolated by homogenizing samples in a detergent-based protein lysis buffer containing protease and phosphatase inhibitors (100 mM NaCl, 20 mM HEPES, 1 mM EDTA, 1 mM dithiothreitol, 1.0% Tween20, 1 mM Na_3_VO_4_, 1 Complete Mini EDTA-Free Protease Inhibitor Cocktail Tablet (Roche Applied Science, Indianapolis, IN) for every 10 mL lysis buffer) using a bead mill. Homogenates were incubated for 15 min at 4°C with gentle rocking, insoluble protein was pelleted by centrifugation (12 min, 10, 000 × g, 4°C), and the soluble protein-containing supernatant was collected. Protein yields were determined by bicinchoninic acid quantitation (Pierce, Rockford, IL) in technical triplicates, and samples were adjusted to a concentration of 4 μg/μL in protein lysis buffer and LDS sample buffer (Invitrogen, Carlsbad, CA).

### Immunoblotting

Immunoblot analysis of GFAP and Iba1 expression was conducted using standard laboratory methods [12,27]. 10 μg of each prepared protein sample was denatured by heating to 95°C for 5 min prior to separation by SDS-PAGE using Criterion Tris-HCl precast gels (4-20% acrylamide gradient, 1 mm thick, 26 wells; BioRad, Hercules, CA, USA). To ensure equal protein content between samples, one gel containing all study samples was fixed with 10% ethanol/1% citric acid, stained with Deep Purple total protein stain according to manufacturer's instructions (GE LifeSciences), and quantitated by whole-lane digital densitometry (ImageQuant TL, Molecular Dynamics, Synnyvale, CA) as previously described [12]. For immunoblotting, SDS-PAGE separated proteins were transferred to PVDF membranes (HyBond, GE Healthcare) and blocked with 5% nonfat milk in PBS with 1.0% Tween-20 (PBST) prior to overnight incubation with primary antibodies to GFAP (1:1000) and Iba1 (1:2000) (Table 3) in blocking solution at 4°C with gentle rocking. Membranes were washed with PBST, incubated with secondary antibody (horseradish peroxidase-conugated donkey-anti-rabbit IgG, 1:2500), and developed with enhanced chemiluminescence substrate (GE Healthcare). Immunoreactive bands were imaged on film, digitized at a resolution of 800 dpi, and quantitated using automated digital densitometry software (ImageQuant TL). Immunoblot data were normalized to corresponding whole-lane densitometric volumes of the total protein stained gel. Pairwise comparisons (i.e., adult vs. aged groups) were assessed by two-tailed t-tests.

**Table 3:** Antibody information

Target	Supplier	Catalog #	Host	Use	Method*
Glial fibrillary acidic protein (GFAP)	Abcam	7620	rabbit	primary	IB/IHC

Ionized calcium binding adaptor molecule 1 (Iba1)	Wako Pure Chemical Industries	1620001	rabbit	primary	IB

Ionized calcium binding adaptor molecule 1 (Iba1)	Wako Pure Chemical Industries	1919741	rabbit	primary	IHC

MHC2 invariant chain (CD74; Ox6)	Abcam	23990	mouse	primary	IHC

Rabbit IgG (HRP-conjugated)	GE Healthcare	NA934V	donkey	secondary	IB

Rabbit [F(ab')_2_]	Jackson ImmunoResearch	711496152	donkey	secondary	IHC

Mouse [F(ab')_2_]	Jackson ImmunoResearch	715486150	goat	secondary	IHC

* IB: immunoblotting; IHC: immunohistochemistry

### Immunohistochemistry

Three rats from each group (adult, aged intact, aged impaired) were included in this analysis. Tissues were cryosectioned (12 μm) in the sagittal plane (HN 505E, Microm International, Walldorf, Germany) at -19°C, and sections were collected on glass slides (FisherBrand SuperFrost Plus, Fisher Scientific, Pittsburg, PA). As previously described [27] sections were postfixed with 2.0% paraformaldehyde, pH 7.4, and blocked with 10% donkey serum (Jackson ImmunoResearch, WestGrove, PA) in 0.1% Triton X-100 in PBS. Sections were incubated overnight at 4°C in blocking buffer with the addition of either antibodies to Iba1 (microglia-specific marker) and CD74 (MHC II invariant chain; activation-specific microglial marker) to visualize total and activated microglia, or to GFAP to visualize astrocytes (Table 3). Negative control slides with primary antibody were included to identify potential non-specific, background immunofluorescence of tissue and secondary antibodies. Sections were washed with 0.1% Triton X-100 in PBS, incubated with affinity-purified, species-appropriate fluorescence-conjugated secondary antibodies (donkey-anti-rabbit DyLight 649, 1:200, or donkey-anti-mouse DyLight 488, 1:200; Jackson ImmunoResearch, West Grove, PA) diluted in blocking solution, and counterstained with Hoechst 33258 (5 μg/mL, Invitrogen, Carlsbad, CA). After washing, slides were coverslipped with Aqua Poly/mount (Polysciences, Warrington, PA, USA) and imaged by confocal microscopy.

Images were acquired using a confocal laser scanning microscope (Leica TCS SP2 AOBS, Exton, PA) equipped with UV-diode (Hoechst, 405 nm), argon (488 nm), and helium-neon (546 nm and 633 nm) lasers. Subregions were imaged using a 20× objective, as 8 μm series of 24 optical sections (0.3 μm step size, 1024 × 1024 pixel resolution) and presented as average projections of z-stacks. Detailed images were obtained using a 63× objective 4× digital zoom with 2 × 2 line and frame averaging. Noise reduction and background subtraction were performed using Adobe Photoshop CS4 software, with equal adjustments applied to all images of the same antibody (Adobe Systems, San Jose, CA, USA). All images were assessed to ensure that there was no signal saturation in any channel.

### Quantitation of astrocyte and microglia populations

Hippocampal subregions of interest (CA1, CA3, DG) were imaged as 8 μm stacks for quantitation in three tissue sections per animal per group (adult, aged cognitively intact, aged cognitively impaired, n = 3/group. To identify potential proliferation of astrocytes, the number of GFAP^+ ^cells per subregion of interest was quantified using ImageJ software with the cell counter plug-in (NIH, Bethesda, MD). Quantitation of total microglia (Iba1^+^, CD74^-^, red signal), mildly activated microglia (Iba1^+^, weakly CD74^+^, orange signal), and moderately activated microglia (Iba1^+^, highly CD74^+^, yellow signal) was performed using the cell counter plug-in for ImageJ. For each subregion and tissue section, the number of mildly- and moderately-activated microglia was calculated as a percentage of total microglia present in that subregion. For all quantitation experiments, the three sections per animal were treated as technical triplicates and, for each subregion, were averaged to yield either 1) the density of astrocytes per subregion (GFAP^+ ^cells per 100 μm^2^), 2) the density of microglia per subregion (Iba1^+ ^cells per 100 μm^2^), or 3) the percentage of mildly- and moderately-activated microglia. These data were analyzed for statistical significance by one-way ANOVA with SNK post hoc testing.

## Results

### Behavioral stratification of adult and aged rats by Morris water maze performance

Hippocampus-dependent cognitive performance of Fischer 344 × Brown Norway hybrid (F1) male rats was assessed by Morris water maze testing, and aged animals were assigned to cognitively intact or cognitively impaired groups based on mean proximity to the escape platform during probe trials as previously described [25,27]. In all three animal cohorts used in this study, aged rats performing within the range of the adult group were classified as cognitive intact, while those with mean proximity values greater than two standard deviations above the adult group mean were classified as cognitively impaired (Figure 1). The mean probe trial performance of both adult and aged cognitively intact groups was superior to the aged impaired group, as verified by one-way ANOVA with SNK post hoc testing (p < 0.001). Retrospective analysis of acquisition phase performance demonstrated that all groups successfully learned the task, as demonstrated by decreasing path length across acquisition blocks (repeated measures ANOVA, p < 0.001). Characterization of these animals has been described, in part, elsewhere [27] and is summarized in Table 1 and Figure 1.

**Figure 1:**
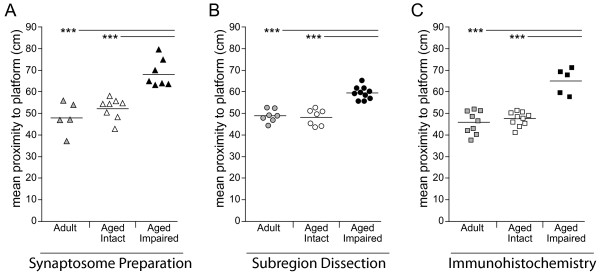
**Stratification of aged rats by cognitive performance**. Three independent cohorts of adult (12-13 months) and aged (26-28 months) male Fischer × Brown Norway hybrid (F1) rats were assessed for hippocampus-dependent spatial learning and memory using the Morris water maze. Using mean proximity to the escape platform location as the dependent variable, aged rats performing within the range of adults were classified as cognitively intact, while those with poorer performance were classified as cognitively impaired. Based on this stratification, the performance of both adult and aged intact rats was significantly superior to aged impaired rats in (A) set 1: utilized for preparation of whole-hippocampus synaptosomal fractions used in transcriptomic profiling and mRNA quantitation, (B) set 2: utilized for dissection of CA1, CA3 and DG used in mRNA and protein quantitation, and (C) set 3: perfusion-fixed for immunohistochemical assessments. Points represent individual animals and horizontal bars indicate group means; *** p < 0.001, ANOVA SNK post hoc test. See Table 1 for cohort information. Behavioral data for cohorts 1 and 3 are adapted from reference 27.

### Age-related upregulation of the MHC II antigen presentation pathway

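Hippocampal synaptosomes of 17 male rats were profiled on Illumina RatRef-12 arrays, with 1 array per rat, 5 adult rats of 12 months and 12 aged rats of 28 months, of which 5 were cognitively intact and 7 impaired in the Morris water maze. The authors read the scanned arrays in GenomeStudio, and the deposited tables give for each probe and array the average bead signal, an intensity that is neither background-subtracted nor normalized between arrays, and a p-value for its detection over negative control beads. Both deposited tables hold the same signals (largest difference 0), so the average normalization with background subtraction that the methods describe is not part of the values used here. From the signals, log2 intensities were computed with neqc of limma, which takes the background from the detection p-values, adds an offset of 16 and normalizes between arrays by quantiles. A probe was tested when its detection p was under 0.05 on every array of at least 1 group, which follows the methods' filter and kept 10457 of 22226 probes, 7347 of them with a gene symbol and representing 7293 genes. All 3 groups entered a single limma fit, and a probe was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all tested probes. Mean signals ran from 342 to 387 in adult, from 313 to 544 in aged intact and from 386 to 617 in aged impaired rats, with a median of 11220, 11284 and 11225 detected probes per array, and the number of arrays limits the precision of each difference. The adult arrays shared 1 slide and the aged arrays another, so that batch and age group cannot be told apart in any comparison with adults, whereas aged intact and aged impaired rats lay on the same slide. A few bright negative controls raised the background SD that neqc derived from the detection p-values to between 120 and 225 per array, against 5.19 to 10.4 in the middle of the controls, which compresses the differences of dim genes. For this reason, values with no background correction or with a robust background, whose SD comes from the middle of the controls and which was chosen after seeing the data, accompany several of those that they move by more than 1.5 times.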

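Vim (Entrez 81818), which encodes the intermediate filament vimentin of reactive glia, rose in synaptosomes from a log2 intensity of 8.60 ± 0.26 (SD, n = 5) in adult to 9.92 ± 0.22 (SD, n = 12) in aged rats, a log2 difference of 1.31 (standard error 0.12, adjusted p = 0.00019 from limma). Pitpnm1, which encodes a phosphatidylinositol transfer protein, rose by 1.25 (standard error 0.18, adjusted p = 0.0045), Pla2g7, which encodes the phospholipase that degrades platelet-activating factor, rose by 0.54 (standard error 0.07, adjusted p = 0.0035), and Cd302, a C-type lectin receptor of phagocytes, rose by 0.45 (standard error 0.05, adjusted p = 0.0011). Among the genes that fell, Ptpro, a receptor tyrosine phosphatase of neurons, had a log2 difference of -0.37 (standard error 0.07, adjusted p = 0.024) and passed in 14 of the 17 fits that each left out 1 array (adjusted p up to 0.068). Septin8, which encodes a GTP-binding filament protein of nerve terminals, had a log2 difference of -0.24 (standard error 0.04, adjusted p = 0.0059) and did not pass with a robust background (adjusted p = 0.056). In total, 51 probes were higher and 74 lower in aged than in adult rats, of which 36 and 61 carry a gene symbol, against 81 and 59 with no background correction, 85 and 25 with a robust background and 78 and 0 with the signals without normalization. The same fit called 20 probes higher and 12 lower in aged intact rats and 27 higher and 11 lower in aged impaired rats against adults. With 1 array left out, the totals of 32 and 38 ran from 13 to 76 and from 10 to 79. For 62 probes every aged array lay above every adult array (0.593% of those tested) and for 34 below (0.325%), where chance gives 0.0162% each way. The count of lower probes depends on single arrays, since 8 were lower and 21 higher without adult replicate 4, and 6 probes passed in all, each of them higher, when the arrays were scaled to the same median in place of quantile normalization.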

Transcriptomic data obtained by microarray analysis of hippocampal synaptosomes derived from adult, aged intact, and aged impaired rats (cohort 1) were subjected to bioinformatic analysis to identify ontologies and pathways over-represented in the differentially-expressed genes. 

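Cd74 (Entrez 25599) encodes the invariant chain, which occupies the groove of MHC II until antigen is loaded, and its log2 intensity rose from 7.30 ± 0.20 (SD, n = 5) in adult to 9.56 ± 0.89 (SD, n = 12) in aged rats. This is a log2 difference of 2.25 (standard error 0.40, adjusted p = 0.017 from limma), or 4.74-fold, and the call was lost without adult replicate 4 (adjusted p = 0.063), with median scaling (adjusted p = 0.059), with the replicate number as a block (adjusted p = 0.10) and in the methods' test after Benjamini-Hochberg adjustment. Lgmn, which encodes the endopeptidase legumain that begins the cleavage of the invariant chain, rose by 0.36 (standard error 0.06, adjusted p = 0.012). Ctsd, the lysosomal protease cathepsin D, rose by 0.69 (standard error 0.15, adjusted p = 0.047) and passed in 3 of the 17 fits that each left out 1 array (adjusted p up to 0.15). Ctss, which encodes the cathepsin S that trims the invariant chain before peptide loading, differed by 0.53 (standard error 0.13, adjusted p = 0.063) and did not pass, but did with a robust background (adjusted p = 0.048). The members of the ontology term are not used here, and in its place a list of 23 genes of MHC II chains and antigen processing was written before the data were examined, of which 11 were tested, 3 were higher, 0 were lower and 8 did not pass, with 7 higher when adjusted over the list alone. Against 33 higher among the 7282 other genes tested, 3 of 11 gave p = 1.77e-05 in Fisher's exact test (one-sided), which was 0.0207 without adult replicate 4. With a robust background, 5 of the 11 were higher and the exact p was 1.19e-08, whereas with median scaling no member passed and the exact p was 1. Of the 11 tested members, 3 (Cd74, Ctse and RT1-DMb) are also among the 21 genes of Table 2, which were chosen on these arrays, so that part of the list is not independent evidence.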

Gene Ontology (GO) analysis identified the antigen processing and presentation of exogenous antigen via MHC II (GO:019886) as over-represented among changes (Fisher's Exact Test, p < 0.002). Pathway analysis (Ingenuity) also identified the MHC II antigen presentation pathway as significantly upregulated with aging (Fisher's Exact test, p < 0.0001). 

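Of the 11 tested MHC II genes, 3 were higher in aged than in adult rats and 8 did not pass, and the 11 log2 differences were all above 0 with a median of 0.26. Among the further members, named after their values were seen, RT1-DMa, which encodes the alpha chain of the DM molecule that exchanges peptides on MHC II, differed by 0.24 (standard error 0.13, adjusted p = 0.36 from limma), and Ifi30, the thiol reductase that unfolds antigens in lysosomes, by 0.24 (standard error 0.17, adjusted p = 0.49). Ctsl, the protease cathepsin L, differed by 0.26 (standard error 0.09, adjusted p = 0.16), and RT1-DOa, a chain of the DM inhibitor DO, by 0.010 (standard error 0.011, adjusted p = 0.68). The classical MHC II chains RT1-Da and RT1-Db1 have no probe with a gene symbol in the annotation used here. In camera of limma with a preset correlation of 0.01 between genes, the list ranked above the other genes (p = 4.68e-11), and it also passed with an estimated correlation (p = 0.0023). The mean of its log2 intensities per rat was 0.49 higher in aged rats in a two-sided exact permutation test (p = 0.00016, the smallest that 6188 relabelings of the arrays allow). Aged impaired replicate 4 stood apart with a mean of 10.04 against 9.42 in the next aged impaired rat, and without it the difference was 0.44 (exact permutation p = 0.00023). The 21 tested markers of microglia and macrophages moved with the list, with all of them above 0 and a median of 0.24, which was 0.14 without aged impaired replicate 4.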

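Serping1 (Entrez 295703), which encodes the C1 inhibitor that restrains the classical complement pathway, rose from a log2 intensity of 7.14 ± 0.06 (SD, n = 5) in adult to 7.66 ± 0.16 (SD, n = 12) in aged rats, a log2 difference of 0.52 (standard error 0.07, adjusted p = 0.0042 from limma) that was 1.21 with a robust background. C1s (Entrez 192262), which encodes a serine protease of the C1 complex, rose from 7.89 ± 0.14 (SD, n = 5) to 8.30 ± 0.14 (SD, n = 12), by 0.42 (standard error 0.07, adjusted p = 0.016). Fcgr2b (Entrez 289211), the inhibitory receptor for immunoglobulin G, lay at 7.07 ± 0.03 (SD, n = 5) in adult and 7.39 ± 0.19 (SD, n = 12) in aged rats, a difference of 0.31 (standard error 0.08, adjusted p = 0.081) that did not pass, and that passed at 1.02 with a robust background (adjusted p = 0.00052). RT1-DMb (Entrez 294273, named Hla-dmb in Table 2), the beta chain of the DM molecule, differed by 0.60 (standard error 0.21, adjusted p = 0.16) and passed when aged impaired replicate 4 was left out (adjusted p = 0.0035). Lgals3, which encodes the galectin-3 of activated microglia, differed by 0.40 (standard error 0.15, adjusted p = 0.20) and passed at 0.76 with a robust background (adjusted p = 0.040), and Hsbp1 (Entrez 286899), heat shock factor binding protein 1, by -0.12 (standard error 0.06, adjusted p = 0.30). Of the 21 genes in Table 2, matched by their Gene IDs except for RT1-DMb, which was matched by its name because the ID given there is not that of the rat gene, 16 have a probe with a gene symbol and 15 were tested. In aged against adult rats, 14 of the 15 lay above 0 with a median log2 difference of 0.19, 3 were higher (C1s, Cd74 and Serping1), 0 were lower and 12 did not pass, while 8 were higher with a robust background (median 0.53). Adjusted over the list alone, 9 were higher, which is not independent evidence because the list was chosen on these arrays. Tlr4, the receptor for endotoxin, was detected in 0 of 5 adult, 3 of 5 aged intact and 2 of 7 aged impaired rats and was therefore not tested.

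**Figure D1:**
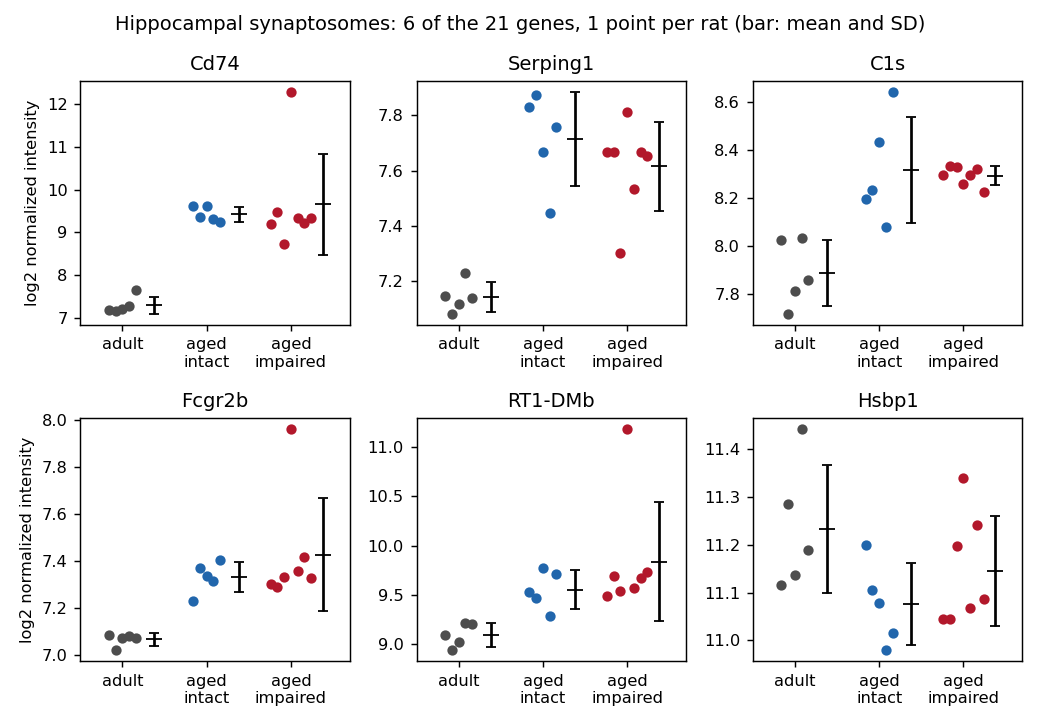
Log2 normalized intensity of 6 of the 21 genes in hippocampal synaptosomes, with 1 point per rat in the adult (n = 5), aged intact (n = 5) and aged impaired (n = 7) groups and a bar for the mean and SD of each group. For Cd74, Serping1, C1s, Fcgr2b and RT1-DMb every aged rat lies above every adult rat, aged impaired replicate 4 stands far above the other rats for Cd74, Fcgr2b and RT1-DMb, and for Hsbp1 the groups overlap.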

Genes encoding 21 components of the MHC II machinery, antigen recognition receptors, and downstream inflammatory signaling factors (Figure 2) were significantly increased in both aged intact and aged impaired rats compared to adults. 

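The log2 intensity of Cd74 was 9.43 ± 0.18 (SD, n = 5) in aged intact and 9.66 ± 1.18 (SD, n = 7) in aged impaired rats, a difference of 0.23 (standard error 0.44, adjusted p = 0.996 from limma). Without aged impaired replicate 4, which lay at 12.29, the aged impaired mean was 9.22 ± 0.26 (SD, n = 6) and the difference -0.21 (adjusted p = 0.999). RT1-DMb differed by 0.29 (standard error 0.23, and 0.062 without that rat) and Serping1 by -0.10 (standard error 0.08) between aged impaired and aged intact rats, the highest and the lowest of the 15 tested genes, and the median difference was 0.014. Averaged over the 15 genes, the log2 intensity was 7.90 ± 0.0523 (SD, n = 5) in aged intact and 7.95 ± 0.222 (SD, n = 7) in aged impaired rats, a difference of 0.045 with a 95% interval from -0.14 to 0.23 (exact permutation test, two-sided, 792 relabelings, p = 0.909). Without aged impaired replicate 4, whose mean over these genes was 8.44, this difference was -0.037, and as a set the genes then ranked lower in aged impaired rats in camera with a preset correlation (adjusted p = 0.027), but not with an estimated correlation (adjusted p = 0.58). In limma, 0 of the 15 genes differed between the aged groups, 1 had an unadjusted p under 0.05 (Erbb3, a neuregulin receptor, with a difference of -0.031, or -0.36 with a robust background), and 0 differed in the methods' test. Over all tested probes, 0 differed, 346 had an unadjusted p under 0.05 where 522.85 are expected by chance, and the methods' test with its 1.2-fold threshold and no adjustment called 8 higher and 10 lower. The genes nearest to the threshold were Celf5, which encodes a splicing factor of neurons and was 0.26 higher in aged impaired rats (standard error 0.06), and Rabggtb, a subunit of the enzyme that prenylates Rab proteins, with a difference of -0.14 (standard error 0.03), and neither passed. Data were simulated with the spread of these arrays, with independent noise and no outlying array. In them the same fit recovered 86.6% of the probes set to differ by a log2 value of 0.5 between the aged groups. Other probes in the same data were set to differ by 1 and 2. The recovered share is an average over probes and does not carry over to genes with a wide spread. The standard errors of Cd74 (0.44) and RT1-DMb (0.23) were large beside 0.5, so a difference of that size could be missed in them.

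**Figure D2:**
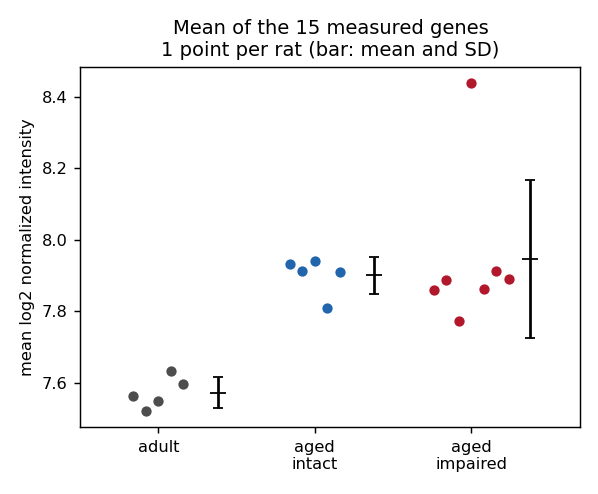
Mean log2 normalized intensity of the 15 measured genes in hippocampal synaptosomes, with 1 point per rat in the adult (n = 5), aged intact (n = 5) and aged impaired (n = 7) groups and a bar for the mean and SD of each group. The aged groups overlap, and aged impaired replicate 4 lies at 8.44.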

Differences in expression of these genes were not detected between aged intact and aged impaired groups. The full transcriptomic dataset is publically available [Gene Expression Omnibus, accession # (GSE29511)].

**Figure 2:**
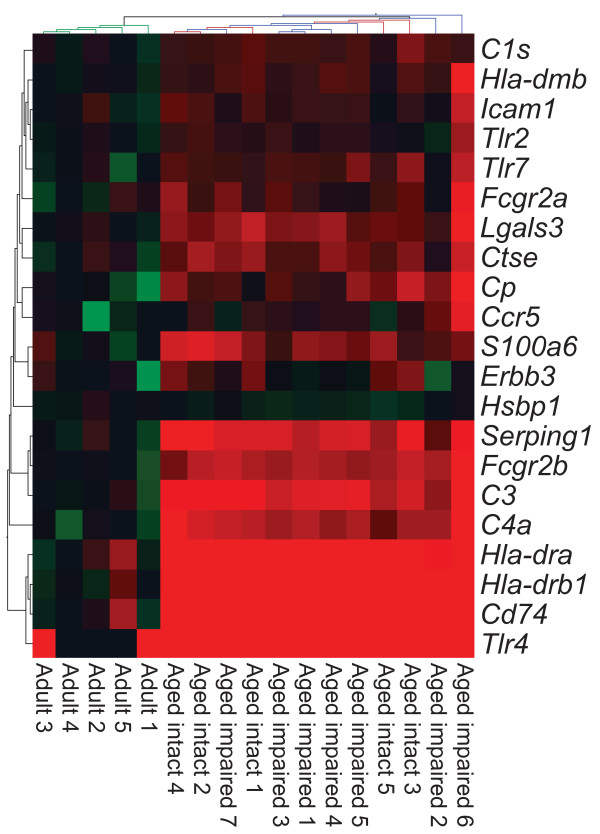
**Age-related induction of MHC II and inflammation-response transcripts**. Bioinformatic analysis of transcriptomic expression data identified significant upregulation the MHC II antigen presentation pathway and associated inflammatory signaling factors in hippocampal synaptosomes derived from both cognitively intact and cognitively impaired aged rats compared to adults (ANOVA with SNK post hoc testing, p < 0.05). Notably, no differences were observed between aged intact and aged impaired rats, which clustered separately from adults but did not cluster by cognitive status. Log-scaled gene expression is presented relative to the adult group mean per transcript (green: decreased; black: unchanged; red: increased).

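Serping1 was higher than in adults in aged intact rats by a log2 difference of 0.57 (standard error 0.09, adjusted p = 0.010 from limma) and in aged impaired rats by 0.47 (standard error 0.08, adjusted p = 0.019), and of the 15 tested genes it was the only 1 that passed in both groups, a count that was 0 without adult replicate 3 and 4 without aged impaired replicate 4. C1s differed by 0.43 in aged intact (standard error 0.09, adjusted p = 0.052) and by 0.41 in aged impaired rats (standard error 0.08, adjusted p = 0.037), and Cd74 by 2.13 (standard error 0.48, adjusted p = 0.073) and 2.36 (standard error 0.44, adjusted p = 0.029). C1s, Cd74, Fcgr2b and Serping1, 4 of the 15, passed in both aged groups with no background correction, and the same 4 with a robust background. Of the other tested genes, the calcium-binding S100a6 differed by 0.16 between all aged and adult rats (standard error 0.04, adjusted p = 0.063), the protease Ctse by 0.19 (standard error 0.05, adjusted p = 0.071), the receptor Tlr7 by 0.089 (standard error 0.03, adjusted p = 0.12), the receptor Tlr2 by 0.19 (standard error 0.09, adjusted p = 0.28) and the adhesion molecule Icam1 by 0.054 (standard error 0.03, adjusted p = 0.35). None of these 5 passed, while S100a6 (0.69, adjusted p = 0.016), Ctse (0.63, adjusted p = 0.020) and Tlr7 (0.49, adjusted p = 0.047) did with a robust background. The copper carrier Cp, the receptor Fcgr2a and Erbb3 differed by 0.096, 0.11 and 0.015 and did not pass. With a robust background, Tlr2, Icam1, Cp, Fcgr2a and Erbb3 differed by 0.30, 0.30, 0.66, 0.43 and 0.18 and did not pass either. The mean of the 15 genes was 7.57 ± 0.0429 (SD, n = 5) in adults, and aged rats lay 0.35 above it with a 95% interval from 0.18 to 0.52 (exact permutation test, two-sided, p = 0.00016, the smallest possible), or 0.68 above with a robust background. As a set, the genes passed in camera with a preset correlation (adjusted p = 1.2e-11 over 31 lists), with adjusted p = 0.12 with an estimated correlation, which was 0.0034 without aged impaired replicate 4 and 0.026 with a robust background. Because the paper chose these genes on the same arrays, neither the permutation test nor camera is independent evidence of their direction.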

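Grouped by complete linkage on the 15 tested genes relative to the adult mean, the arrays parted into aged impaired replicate 4 alone and a cluster of all 5 adult and 11 aged rats. With 3 clusters, a number chosen after seeing the grouping into 2, the 5 adults, the other 11 aged rats and aged impaired replicate 4 fell apart, so that no aged rat was grouped with adults. Among the 12 aged rats, the mean distance between aged intact and aged impaired rats was not larger than within these groups (difference -0.17, exact permutation test over 792 relabelings, p = 0.691). Over all tested probes, the log2 differences of aged intact and of aged impaired rats from adults had r = 0.836 across probes, which are not independent replicates. Because both differences rest on the same adult arrays, unchanged simulated groups also gave a mean r of 0.54, and with the adult arrays divided 3 and 2 between the comparisons the mean r was 0.476. The observed covariance was 0.0162 against 0.00435 in the simulated groups, which leaves 0.0119 that the shared adults do not account for. Both aged groups lay on another slide than the adults, so this remainder cannot be told apart from a difference between the slides. The paper reasons that the induction of these genes, found in both aged groups without a difference between them, accompanies aging regardless of cognitive status. Its evidence also includes quantitative PCR in synaptosomes and subregions, measures of glial activation and the absence of correlations with maze performance. The paper proposes that MHC II transcripts in synaptosomes stem largely from the processes of astrocytes and microglia at synapses.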

### Differential MHC II and related gene expression with aging occurs throughout the hippocampus

To confirm the transcriptomic finding that the MHC II immune pathway is upregulated with aging in hippocampal synaptosome samples and expand quantitation to individual hippocampal subregions, qPCR analysis of 21 MHC II-associated genes differentially expressed in the microarray analysis was performed. This quantitative analysis was performed using the same synaptosomal fractions assessed by microarray profiling, as well as unfractionated CA1, CA3 and DG dissections derived from an independent, behaviorally characterized animal cohort. qPCR data was first examined for age-related changes (all aged vs. adult, t-test, BHMTC) to confirm the microarray findings. qPCR data were also compared to individual animal performance data for potential significant correlations to behavioral performance (Pearson correlation, BHMTC). Additionally, a three-group comparison with the aged group split into intact and impaired groups was performed to examine potential cognition specific-effects (ANOVA, with SNK pairwise comparisons, BHMTC). Statistical results are summarized in Table 4, and group means (± S.E.M.) are presented in Table 5. All 21 genes selected from the transcriptomic data for confirmation were significantly induced with aging in the synaptosomal samples. In subregion samples the age-related induction of gene expression was most evident in CA3 and CA1, with fewer genes significantly upregulated in the DG (Table 4). MHC II component genes were the most highly induced genes, with age-related increases in expression as high as 10-fold. While direct statistical comparisons between subregions are not possible as these data were in collected independent qPCR experiments, the magnitude of changes was generally highest in synaptosomal samples, followed by CA3 and CA1. In no case did expression of these 21 age-regulated genes significantly correlate with cognitive performance. In only two instances were expression differences evident between aged impaired and aged intact groups (DG; Hla-dmb, C3) and these were of a small magnitude.

**Table 4:** qPCR confirmation of age-related induction of MHC II pathway component genes

Gene	**All Aged vs. Adult ***(ratio, p-value t-test)*				Pearson Correlation to Morris water maze				**Aged Intact vs. Adult ***(ratio, p-value SNK)*				**Aged Impaired vs. Adult***(ratio, p-value SNK)*				**Aged Impaired vs**. **Aged Intact***(ratio, p-value SNK)*			
	**Syn**	**CA1**	**CA3**	**DG**	**Syn**	**CA1**	**CA3**	**DG**	**Syn**	**CA1**	**CA3**	**DG**	**Syn**	**CA1**	**CA3**	**DG**	**Syn**	**CA1**	**CA3**	**DG**

***MHC II Components***																				

*Cd74*	6.58^###^	5.61^###^	3.61^###^	2.43^###^	-	-	-	-	6.79***	5.66***	3.88***	2.43***	6.35***	5.58***	3.40***	2.49***	-	-	-	*-*

*Ctse*	1.69^##^	1.45^##^	1.75^###^	1.48^###^	-	-	-	-	1.81*	*-*	1.73***	1.48*	*-*	*-*	1.77***	1.54**	-	-	-	*-*

*Hla-dmb*	1.64^###^	1.37^###^	1.37^###^	1.26^##^	-	-	-	-	1.57**	1.33**	1.39***	*-*	1.72***	1.40***	1.35***	1.33**	-	-	-	1.16*

*Hla-dra*	6.30^###^	4.04^###^	3.02^###^	-	-	-	-	-	6.76***	4.18***	3.25***	*-*	5.75**	3.95***	2.85***	*-*	-	-	-	*-*

*Hla-drb1*	10.50^###^	7.13^###^	4.39^###^	2.91^#^	-	-	-	-	10.70***	7.12***	4.77***	*-*	10.26***	7.13***	4.12***	3.42**	-	-	-	*-*

***Antigen Recognition***																				

*C1s*	1.84^#^	1.21^#^	1.56^###^	-	-	-	-	-	-	*-*	1.59**	-	-	*-*	1.53***	-	-	-	-	*-*

*C3*	3.47^###^	2.00^###^	1.96^###^	1.69^###^	-	-	-	-	3.40**	2.07***	2.22***	1.52***	3.55**	1.94***	1.78***	1.81***	-	-	-	1.19*

*C4a*	4.18^###^	1.77^###^	1.51^###^	-	-	-	-	-	3.83**	1.67***	1.58***	*-*	4.59**	1.85***	1.47***	*-*	-	-	-	*-*

*Serping1*	2.71^###^	2.03^###^	2.27^###^	1.54^###^	-	-	-	-	2.79***	2.18***	2.52***	1.49**	2.63***	1.92***	2.09***	1.58***	-	-	-	*-*

*Tlr2*	1.64^##^	*-*	1.54##	-	-	-	-	-	1.55*	*-*	1.66*	*-*	1.73*	*-*	1.46*	*-*	-	-	-	*-*

*Tlr4*	1.51^##^	1.35^#^	1.96^###^	-	-	-	-	-	1.41*	*-*	2.00***	*-*	1.60*	*-*	1.93***	*-*	-	-	-	*-*

*Tlr7*	1.69^##^	1.34^##^	1.73^###^	*-*	-	-	-	-	1.65*	1.34*	1.74***	*-*	1.73*	1.35*	1.72***	*-*	-	-	-	*-*

***Immune Cell Activating***																				

*Ccr5*	1.96^#^	*-*	-	*-*	-	-	-	-	-	*-*	-	*-*	*-*	*-*	*-*	*-*	-	-	-	*-*

*Erbb3*	1.28^###^	1.34^###^	1.20^#^	1.40^#^	-	-	-	-	1.26**	1.43***	-	*-*	1.30**	1.28**	*-*	1.47**	-	-	-	*-*

*Fcgr2a*	1.45^#^	1.19^#^	1.30^###^		-	-	-	-	-	*-*	1.30**	*-*	*-*	*-*	1.30**	*-*	-	-	-	*-*

*Fcgr2b*	1.96^##^	*-*	1.61^###^	*-*	-	-	-	-	2.08*	*-*	1.63***	*-*	1.82*	*-*	1.60***	*-*	-	-	-	*-*

***Inflammation Response***																				

*Cp*	1.67^#^	*-*	1.56^###^	*-*	-	-	-	-	1.92*	*-*	1.64***	*-*	*-*	*-*	1.50***	*-*	-	-	-	*-*

*Hsbp1*	2.87^###^	1.68^###^	2.09^###^	*-*	-	-	-	-	3.13**	1.65**	2.25***	*-*	2.58***	1.70**	1.97***	*-*	-	-	-	*-*

*Icam1*	1.46^#^	1.55^###^	1.43^###^	*-*	-	-	-	-	*-*	1.68***	1.64***	*-*	*-*	1.46**	1.31**	*-*	-	-	-	*-*

*Lgals3*	3.42^##^	2.64^###^	1.98^###^	1.84^##^	-	-	-	-	3.68***	2.62***	2.18***	1.63*	3.03***	2.66***	1.84***	2.00**	-	-	-	*-*

*S100a6*	1.52^#^	2.03^###^	2.21^###^	*-*	-	-	-	-	*-*	2.00***	2.48***	*-*	-	2.06***	2.02***	*-*	-	-	-	*-*

qPCR confirmation of transcriptomic findings was performed in hippocampal synaptosomes and expanded to include hippocampal subregion dissections. Age-based comparisons (aged intact and aged impaired versus adult) were statistically analyzed by two-tailed t-test with BHMTC (^#^p < 0.05; ^##^p < 0.01; ^###^p < 0.001). Three-group data (adult, aged intact, aged impaired) were statistically analyzed by one-way ANOVA with BHMTC, and pairwise comparisons were evaluated by SNK post hoc testing to identify potential regulation of gene expression with cognitive decline (*p < 0.05; **p < 0.01; ***p < 0.001). Correlation of gene expression with Morris water maze performance was assessed by Pearson product moment analysis with BHMTC, which demonstrated no significant association of MHC II pathway gene expression and cognitive impairment. Data are presented as ratios of group means. Individual group gene expression data is presented in Table 5.

**Table 5:** Gene expression levels of age and cognitive status groups, presented as group mean (% of adult mean) ± SEM

	CA1				CA3				DG				synaptosomes (whole-hippocampus)			
			***Aged***	***Aged***			***Aged***	***Aged***			***Aged***	***Aged***			***Aged***	***Aged***

*Gene*	***Adult***	***Aged***	*Intact*	*Impaired*	***Adult***	***Aged***	*Intact*	*Impaired*	***Adult***	***Aged***	*Intact*	*Impaired*	***Adult***	***Aged***	*Intact*	*Impaired*

*C1s*	**100 ± 2.8**	**121 ± 6.1**	125 ± 11.7	118 ± 6.6	**100 ± 7.8**	**156 ± 7.6**	159 ± 13.4	153 ± 9.3	**100 ± 6.1**	**122 ± 4.8**	117 ± 5.7	125 ± 6.9	**100 ± 21.7**	**184 ± 21.8**	182 ± 28.6	186 ± 35.3

*C3*	**100 ± 6.6**	**200 ± 10.9**	207 ± 16.4	194 ± 15.0	**100 ± 7.9**	**196 ± 10.8**	222 ± 17.8	178 ± 10.7	**100 ± 8.1**	**169 ± 7.2**	152 ± 10.2	181 ± 8.3	**100 ± 23.2**	**347 ± 35.7**	340 ± 27.6	355 ± 74.4

*Serping1*	**100 ± 7.4**	**203 ± 13.4**	218 ± 14.6	192 ± 20.2	**100 ± 7.3**	**227 ± 11.5**	252 ± 17.4	209 ± 13.1	**100 ± 4.8**	**154 ± 6.3**	149 ± 9.4	158 ± 8.7	**100 ± 6.9**	**271 ± 12.4**	279 ± 19.9	263 ± 15.5

*Cd74*	**100 ± 7.7**	**561 ± 33.3**	566 ± 44.5	558 ± 47.9	**100 ± 10.9**	**361 ± 20.5**	388 ± 37.6	340 ± 21.2	**100 ± 7.7**	**243 ± 17.2**	233 ± 36.7	249 ± 18.2	**100 ± 28.8**	**658 ± 48.9**	679 ± 46.7	635 ± 95.8

*C4a*	**100 ± 7.1**	**177 ± 7.0**	167 ± 11.1	185 ± 8.6	**100 ± 4.8**	**151 ± 4.6**	158 ± 6.2	147 ± 6.2	**100 ± 9.7**	**135 ± 10.3**	117 ± 15.2	147 ± 13.0	**100 ± 17.7**	**418 ± 44.6**	383 ± 31.6	459 ± 88.3

*Ccr5*	**100 ± 5.2**	**108 ± 5.1**	106 ± 5.2	110 ± 7.8	**100 ± 3.1**	**121 ± 6.3**	117 ± 7.3	125 ± 10.3	**100 ± 6.9**	**99 ± 7.0**	88 ± 7.1	106 ± 10.4	**100 ± 17.9**	**196 ± 23.0**	172 ± 18.8	220 ± 41.8

*Cp*	**100 ± 5.4**	**93 ± 8.2**	93 ± 6.9	93 ± 13.5	**100 ± 3.9**	**156 ± 6.3**	164 ± 9.2	150 ± 8.4	**100 ± 9.2**	**110 ± 8.0**	118 ± 13.7	103 ± 9.8	**100 ± 10.8**	**167 ± 17.1**	192 ± 28.6	146 ± 18.4

*Ctse*	**100 ± 8.0**	**145 ± 10.2**	141 ± 13.7	148 ± 14.4	**100 ± 9.8**	**175 ± 7.4**	173 ± 13.9	177 ± 8.7	**100 ± 6.8**	**148 ± 6.8**	140 ± 11.3	154 ± 8.4	**100 ± 21.0**	**169 ± 12.0**	181 ± 19.8	156 ± 11.4

*Erbb3*	**100 ± 2.7**	**134 ± 5.1**	143 ± 7.5	128 ± 6.5	**100 ± 8.1**	**120 ± 5.1**	128 ± 9.1	114 ± 5.6	**100 ± 7.5**	**140 ± 7.8**	129 ± 10.9	147 ± 10.3	**100 ± 5.4**	**128 ± 4.0**	126 ± 6.5	130 ± 4.6

*Fcgr2b*	**100 ± 3.2**	**108 ± 7.9**	103 ± 6.4	112 ± 13.0	**100 ± 9.0**	**161 ± 5.2**	163 ± 12.0	160 ± 3.6	**100 ± 4.2**	**124 ± 11.0**	125 ± 19.8	123 ± 13.2	**100 ± 20.8**	**196 ± 15.4**	208 ± 22.6	182 ± 21.2

*Fcgr2a*	**100 ± 4.4**	**119 ± 4.8**	116 ± 3.8	120 ± 7.7	**100 ± 5.2**	**130 ± 4.2**	130 ± 6.4	130 ± 5.9	**100 ± 5.1**	**115 ± 3.8**	109 ± 5.0	120 ± 5.0	**100 ± 15.2**	**145 ± 11.4**	143 ± 10.7	147 ± 22.8

*Hla-dmb*	**100 ± 4.6**	**137 ± 4.6**	133 ± 5.2	140 ± 7.3	**100 ± 3.9**	**137 ± 3.7**	139 ± 5.9	135 ± 4.9	**100 ± 7.4**	**126 ± 4.4**	115 ± 6.6	133 ± 4.7	**100 ± 3.3**	**164 ± 8.3**	157 ± 13.7	172 ± 8.4

*Hla-dra*	**100 ± 7.9**	**404 ± 19.0**	418 ± 28.1	395 ± 26.5	**100 ± 14.7**	**302 ± 23.4**	325 ± 47.0	285 ± 23.4	**100 ± 9.7**	**181 ± 22.4**	190 ± 43.4	175 ± 26.4	**100 ± 24.0**	**630 ± 51.8**	676 ± 67.9	575 ± 79.8

*Hsbp1*	**100 ± 12.8**	**168 ± 9.6**	165 ± 14.0	170 ± 13.6	**100 ± 8.7**	**209 ± 11.0**	225 ± 18.7	197 ± 13.0	**100 ± 9.5**	**109 ± 11.5**	80 ± 14.2	130 ± 13.8	**100 ± 17.7**	**287 ± 25.1**	313 ± 30.1	258 ± 40.9

*Icam1*	**100 ± 5.5**	**155 ± 7.6**	168 ± 11.9	146 ± 9.4	**100 ± 5.6**	**143 ± 4.2**	164 ± 13.3	131 ± 5.7	**100 ± 12.2**	**102 ± 6.5**	100 ± 13.5	102 ± 6.5	**100 ± 11.1**	**146 ± 11.8**	145 ± 16.7	147 ± 18.3

*Lgals3*	**100 ± 4.9**	**264 ± 16.6**	262 ± 21.4	266 ± 24.9	**100 ± 7.3**	**198 ± 12.6**	218 ± 16.3	184 ± 17.4	**100 ± 10.5**	**184 ± 12.9**	163 ± 10.0	200 ± 20.2	**100 ± 21.4**	**342 ± 34.1**	368 ± 54.6	303 ± 39.2

*Hla-drb1*	**100 ± 11.0**	**713 ± 57.0**	712 ± 96.9	713 ± 73.8	**100 ± 9.7**	**439 ± 34.8**	477 ± 73.9	412 ± 30.1	**100 ± 14.1**	**291 ± 40.2**	225 ± 44.4	342 ± 59.0	**100 ± 7.6**	**1050 ± 67.3**	1070 ± 97.4	1026 ± 100.2

*S100a6*	**100 ± 2.8**	**203 ± 11.5**	200 ± 16.2	206 ± 16.9	**100 ± 7.5**	**221 ± 13.4**	248 ± 20.9	202 ± 15.5	**100 ± 16.3**	**110 ± 8.3**	88 ± 15.5	123 ± 7.4	**100 ± 9.0**	**152 ± 13.1**	161 ± 24.3	145 ± 15.5

*Tlr2*	**100 ± 6.3**	**106 ± 5.7**	109 ± 9.8	104 ± 7.2	**100 ± 11.2**	**154 ± 9.6**	166 ± 18.9	146 ± 9.7	**100 ± 16.6**	**172 ± 18.8**	166 ± 36.7	176 ± 22.7	**100 ± 13.0**	**164 ± 11.3**	155 ± 19.2	173 ± 12.9

*Tlr4*	**100 ± 2.7**	**135 ± 8.1**	118 ± 12.8	143 ± 9.7	**100 ± 8.4**	**196 ± 9.5**	200 ± 19.7	193 ± 9.6	**100 ± 8.7**	**119 ± 4.0**	118 ± 5.9	120 ± 5.7	**100 ± 8.3**	**151 ± 10.1**	141 ± 4.9	160 ± 19.7

*Tlr7*	**100 ± 3.5**	**134 ± 6.5**	134 ± 17.2	135 ± 3.9	**100 ± 8.1**	**173 ± 5.0**	174 ± 9.6	172 ± 5.7	**100 ± 11.6**	**94 ± 7.6**	95 ± 11.6	93 ± 10.7	**100 ± 13.3**	**169 ± 11.3**	165 ± 16.6	173 ± 16.5

### Hippocampal expression of astrocytic and microglial markers is upregulated with aging

Upregulation of MHC II-associated genes with aging suggests a heightened immune response [45] in the aged hippocampus. To determine whether increased expression of these genes is associated with age- or cognitive status-related increases in glial activation, and whether potential glial activation occurs throughout the hippocampus or in a circumscribed subregion, expression of astrocyte-specific (GFAP) and microglia-specific (Iba1) protein markers was assessed by immunoblotting in adult, aged cognitively intact, and aged cognitively impaired rats. In both aged intact and aged impaired rats, significant increases in GFAP expression ranging from 50% to 80%, relative to adults, were detected in CA1 (p < 0.001), CA3 (p < 0.05) and DG (p < 0.05) (ANOVA, SNK; Figure 3A). Likewise, Iba1 expression was significantly elevated by ~30% in CA1 of aged intact (p < 0.05) and aged impaired (p < 0.001) rats compared to adults, and in CA3 of aged impaired rats compared to adults (~45%, p < 0.001) (ANOVA, SNK; Figure 3B). A similar trend was observed in the CA3 of aged intact rats, although it did not reach statistical significance. No changes in expression of Iba1 were detected in DG. Expression of GFAP and Iba1 was not different between aged intact and aged impaired rats in any subregion and did not correlate to individual animal MWM performance.

**Figure 3:**
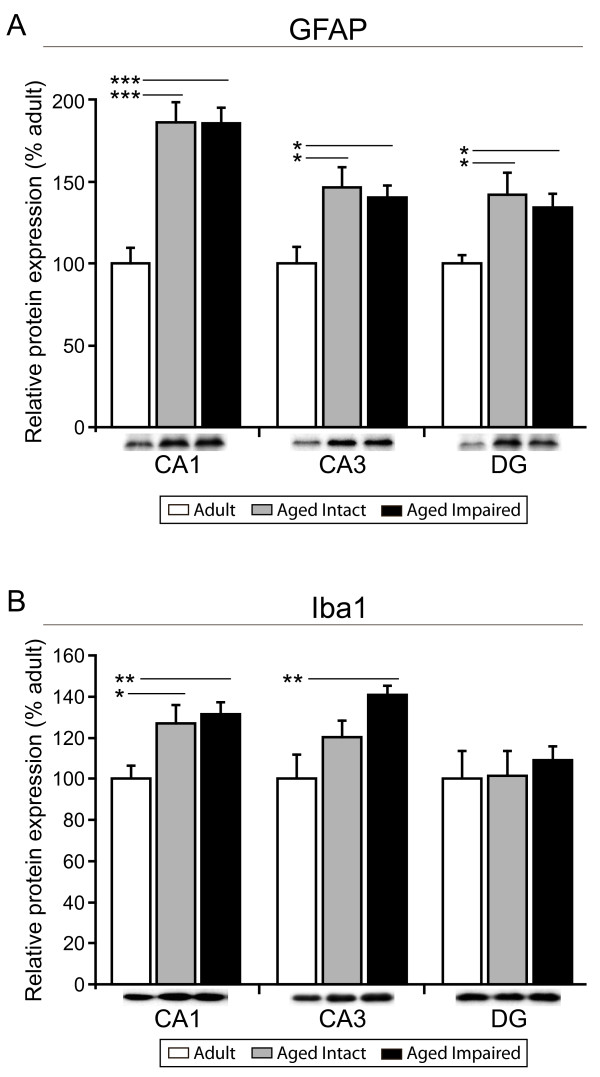
**Age-related upregulation of hippocampal astrocyte and microglial activation protein markers**. (A) Immunoblotting for GFAP, an intermediate filament protein expressed by astrocytes and upregulated with inflammation, is significantly increased in CA1, CA3 and DG of both aged cognitively intact and aged cognitively impaired rats compared to adults. (B) Iba1, a microglia-specific calcium binding and actin-bundling protein, is significantly induced in CA1 and CA3, but not DG of aged animals, regardless of cognitive status, compared to adults. Insets depict representative immunoblot images. *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Student Newman Keuls post hoc testing, n = 7-10/group.

### Immunohistochemical visualization of astrocyte activation

To extend immunoblot data indicative of glial activation, immunohistochemical characterization of astrocytes was performed using adult, aged intact, and aged impaired rats. This approach enabled visualization of age-related changes in GFAP immunoreactivity as well as assessment of potential changes in localization of astrocytes associated with aging and cognitive impairment (Figure 4). GFAP-immunoreactive astrocytes were distributed throughout DG, CA1 and CA3, and were associated with both cell body and synaptic layers. Notable increases in the intensity of GFAP immunoreactivity within cells was evident in CA1 and CA3 of aged cognitively intact and aged cognitively impaired rats compared to adults, with the most dramatic age-related changes evident in DG. No subregion-specific qualitative differences in astrocyte immunoreactivity or distribution were evident between aged intact and aged impaired rats, suggesting that increased astrocyte activation is associated with advanced age but not further exacerbated with cognitive decline. Quantitation of GFAP^+ ^cells revealed no age- or cognitive decline-associated changes in astrocyte density (mean ± S.E.M) in DG (astrocytes/100 μm^2^: adult: 60 ± 2.7, aged intact: 58 ± 1.1, aged impaired: 61 ± 1.8), CA3 (astrocytes/100 μm^2^: adult: 74 ± 2.4, aged intact: 76 ± 3.2, aged impaired: 72 ± 1.2), or CA1 (astrocytes/100 μm^2^: adult: 56 ± 1.3, aged intact: 54 ± 1.5, aged impaired: 56 ± 2.1). These results suggest that the age-related increase in GFAP expression demonstrated by immunoblotting and immunohistochemistry reflects increased astrocyte activation rather than proliferation.

**Figure 4:**
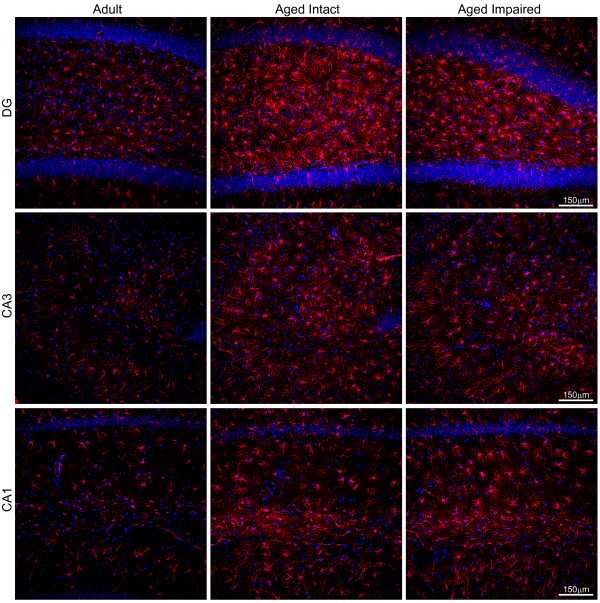
**Age-induced activation of hippocampal astrocytes**. Immunohistochemical visualization of GFAP revealed low-to-moderate expression in astrocytes distributed throughout DG, CA1 and CA3 of adults. GFAP immunoreactivity was markedly increased, and astrocyte morphology indicated activation, throughout the hippocampal formation of aged rats. No qualitative differences between aged intact and aged impaired rats were evident, and no subregion-specific alterations in astrocyte activation were observed. Increased GFAP immunoreactivity was associated with astrocyte hypertrophy, but not astrocyte proliferation, as total populations of GFAP^+ ^glia were not changed between groups in CA1, CA3 or DG. Blue: Hoechst; Red: GFAP.

Morphological assessment also revealed an activated astrocytic phenotype associated with the aged hippocampus (Figure 5). In adult rats, astrocytes expressed low levels of GFAP, exhibited a stellate morphology with numerous thin, branched processes, and were spatially distinct. In both aged intact and aged impaired rats, cellular GFAP immunoreactivity was dramatically increased and astrocytes appeared hypertrophic. Consistent with mild reactive gliosis, GFAP-containing processes were visibly thicker and more highly ramified, and a degree of spatial overlap was evident.

**Figure 5:**
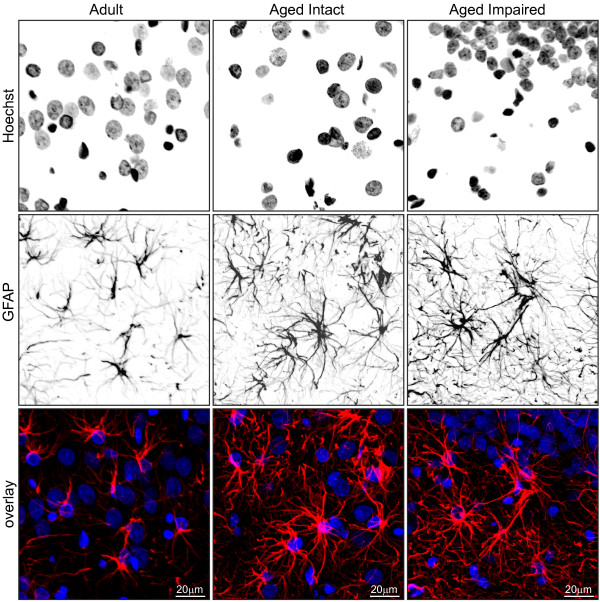
**Morphological characteristics of activated astrocytes in aged hippocampus**. Higher magnification imaging revealed a stellate morphology and low level of GFAP immunoreactivity in hippocampal astrocytes of adult rats. In hippocampus of both cognitively intact and cognitively impaired aged rats, astrocytes exhibited intense GFAP immunoreactivity and adopted a highly ramified morphology with hypertrophic processes, while maintaining spatial compartmentalization.

### Quantitation of activated microglia

Visualization of activated microglia was achieved by immunohistochemical co-detection of Iba1 (microglia-specific marker) and CD74 (OX-6 antibody, MHC II invariant chain; activation-specific microglial marker) (Figure 6). Co-staining offers the benefit of determining the percentage of total microglia activated as opposed to measuring CD74 alone. Iba1-immunoreactive microglia were evenly distributed throughout DG, CA1 and CA3 in adult rats. Few CD74^+ ^activated microglia were observed in adult hippocampi. In both aged cognitively intact and aged cognitively impaired rats, increased Iba1 immunoreactivity was apparent, as was a marked increase in the appearance of activated (Iba1^+^/CD74^+^) microglia. CD74-imunoreactive cells were associated with both synaptic and cell body (granule/pyramidal) layers throughout all three hippocampal subregions.

**Figure 6:**
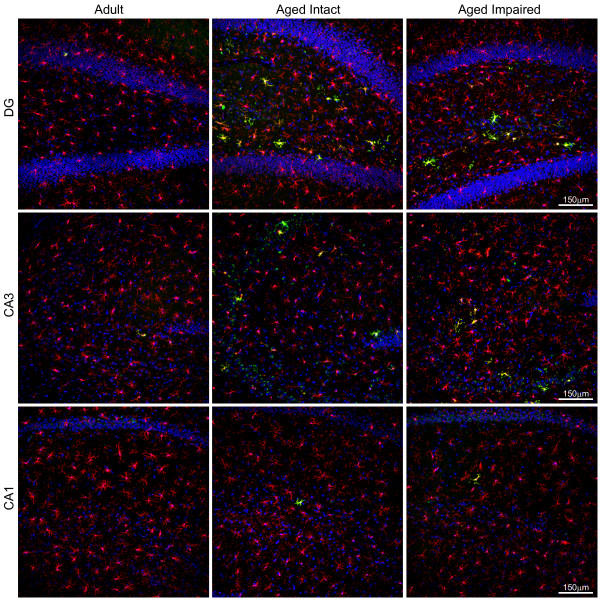
**Activation of hippocampal microglia with aging**. Immunohistochemical co-localization of the microglia-specific marker Iba1 and the activation-specific marker CD74 (MHC II invariant chain) identified an increase in activated microglia in the aged hippocampus regardless of cognitive status. In adults, Iba1^+ ^microglia were distributed throughout hippocampal subregions, with a greater population evident in CA3 than in CA1 or DG. A small fraction of microglia exhibited mild activation indicated by low levels of CD74 immunoreactivity. In both aged cognitively intact and aged cognitively impaired rats, a marked increase in the number of Iba1^+^/CD74^+ ^microglia was observed in all three subregions, in the form of both mildly-activated and moderately-activated microglia. Activated microglia were associated with both synaptic and cell body-containing hippocampal strata. Blue: Hoechst; Red: Iba1; Green: CD74; Orange: Iba1/weak CD74 co-expression (mild activation); Yellow: Iba1/high CD74 co-expression (moderate activation).

Higher magnification of microglia revealed changes in both protein expression and morphological characteristics of activation (Figure 7A). Resting microglia were immunoreactive to Iba1 but not CD74, and had numerous thin, branched projections. Activated microglia expressing both Iba1 and CD74 exhibited characteristics of both mild activation (increased Iba1 immunoreactivity, weak CD74 immunoreactivity, enlarged somata) and moderate activation (increased Iba1 immunoreactivity, intense CD74 immunoreactivity, enlarged somata, thickened proximal processes, retracted distal processes). The percentage of mildly- and moderately-activated microglia relative to total microglia was calculated in each subregion of adult, aged intact, and aged impaired rats (Figure 7B). The percentage of activated microglia in adult rats varied by subregion, with microglia in states of mild or moderate activation reflecting 1-2% of total microglia in CA1, 6% in CA3, and 2-3% in DG. Significant age-related increases in both mildly-activated and moderately activated microglia were evident in all three subregions of both cognitively intact and cognitively impaired aged rats compared to adults (p < 0.001, ANOVA, SNK), with no differences in either mild or moderate activation between aged intact and aged impaired groups. In CA1 of both aged intact and aged impaired rats, the percentage of both mildly- and moderately-activated microglia increased by approximately 8-fold, to 7-8% of total microglia. In CA3 of aged rats, 13-16% of microglia reflected either mild or moderate activation regardless of cognitive status, representing a 2.5-fold increase in activation compared to adults. In DG of both aged intact and aged impaired rats, mild and moderate microglial activation increased by 6-fold (12-13% of total microglia) compared to adults. No correlation between the percentage of activated microglia (mild or moderate) and MWM performance was observed. No differences in the proportion of mildly-activated to moderately-activated microglia were observed between groups in CA1, CA3 or DG. The density of microglia was the same (Iba1^+ ^cells/100 μm^2^) across groups (Figure 7B) indicating that the increase in activated microglial does not reflect proliferation or infiltration, but rather that an increased percentage of the existing microglial population is activated in the aged hippocampus.

**Figure 7:**
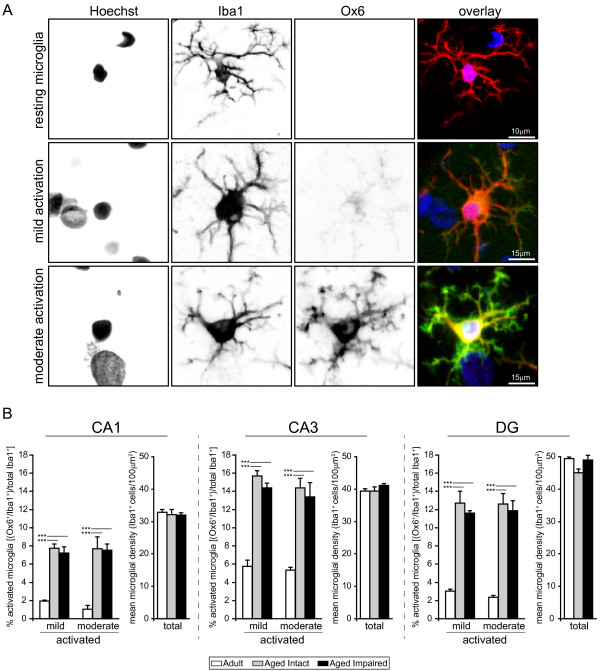
**Age-related increase in activated microglial populations**. (A) High-magnification visualization of resting/surveilling, or non-activated, and activated microglia reveals differences in both immunoreactivity and morphology with aging. Non-activated microglia expressed Iba1 but not CD74, and had long, thin, branched processes. Microglia undergoing mild activation displayed increased Iba1 immunoreactivity, weak CD74 immunoreactivity, and enlarged somata, while moderately activated microglia demonstrated increased Iba1 immunoreactivity, intense CD74 immunoreactivity, enlarged somata, thickened proximal processes, and retracted distal processes. Notably, activated microglia maintained a ramified rather than ameboid morphology, indicating that microglial activation had not progressed to a reactive, phagocytic phenotype. (B) Quantitation of activated microglia (calculated as the ratio of Iba1+/CD74^+ ^to total Iba1^+ ^cells) revealed significant increases in all three hippocampal subregions studied. In adult rats, a small fraction of total microglia were mildly or moderately activated in CA3, with far fewer activated microglia evident in CA1 and DG. The percentage of microglia undergoing mild or moderate activation was significantly increased, by several fold, throughout the hippocampus of both aged cognitively intact and aged cognitively impaired rats compared to adults. No differences between the degree of microglial activation (*i.e*., mild versus moderate) were observed between aged intact and aged impaired rats in CA1, CA3 or DG. Increased numbers of activated microglia in aged rats were not due to proliferation/infiltration, as total populations of microglia (Iba1^+ ^cells) were not different between groups. ***p < 0.001, one-way ANOVA with SNK post hoc testing.

Examination of the negative control slides incubated with secondary antibodies with primary antibodies omitted demonstrated that immunoreactivity to GFAP, Iba1, and CD74 was antigen-specific, as no non-specific background signal was detected on these controls (Figure 8).

**Figure 8:**
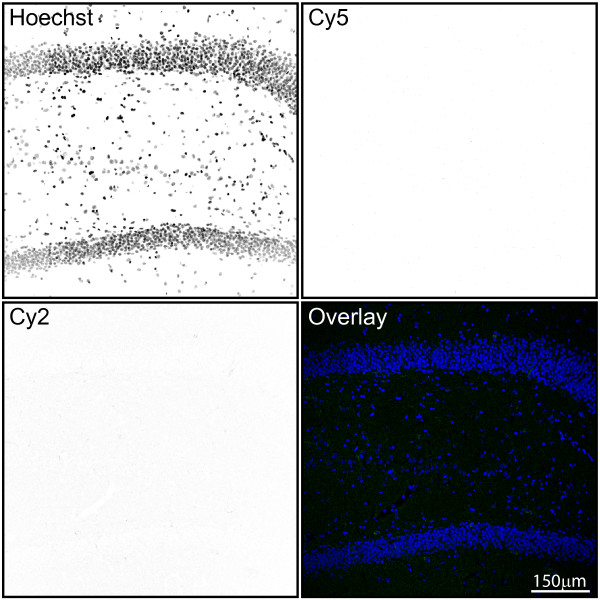
**Assessment of negative control signals in immunohistochemical experiments**. To ensure that visualization of astrocytes and microglia was not confounded by nonspecific secondary antibody binding, a negative control for the Cy2 (donkey-anti-mouse DyLight 488) and Cy5 (donkey-anti-rabbit DyLight 649) channels was included with primary antibodies omitted. Individual channels are presented as inverted gray scale. Weak, diffuse background signal was observed in the Cy2 channel, and no signal was apparent in the Cy5 channel. No nonspecific cell staining in the absence of primary antibodies occurred. Blue: Hoechst; Green: Cy2; Red: Cy5.

## Discussion

Neuroinflammation (*i.e.*, expression of inflammatory response factors and glial activation), is a hallmark of brain aging [46,47] and is implicated in the cognitive deficits that accompany neurodegenerative conditions and profound brain insults (*e.g*., TBI and sepsis) [48-50]. Markers of neuroinflammation (*e.g*., CD74, GFAP) have been reported to increase in the hippocampus with age but the manner in which these changes may contribute to cognitive decline with normative aging remain to be determined. Here, we demonstrate that a coordinated induction of MHC II immune response-associated genes and concomitant astrocyte/microglial activation in the hippocampus occurs with advanced aging in both cognitively intact and impaired animals but does not correlate with age-related deficits of cognitive function.

In this work, bioinformatic analysis of the hippocampal synaptosomal transcriptomes of adult and aged rats behaviorally assessed for spatial learning and memory identified 21 genes as components of an age-induced MHC II-associated antigen presentation and response pathway. Upregulation of these genes with advanced aging was confirmed by qPCR in whole-hippocampus synaptosome fractions and in hippocampal subregion (CA1, CA3 and DG) dissections. In agreement with our findings, examination of primary microarray datasets from previous transcriptomic studies of age-related changes in hippocampal gene expression from humans [51], non-human primates [52], and rodents [53,54] reveals upregulation of a number of immune response factors, including induction of MHC II-associated genes, that have not previously been systematically pursued in follow-up studies. For example, transcriptomic analyses of Fischer 344 rat hippocampal gene expression reveals age-related upregulation of MHC II alpha chain, Cd74, Fcgr3, and C3 [55], as well as induction of MHC II beta and invariant chains and multiple complement components [56]. Importantly, no statistical relationships between age-related increases in these specific inflammation-response genes and cognitive performance were identified in these studies. Increased Cd74, C4a and C3 mRNA expression, which we observed in aged rats compared to 12-month old adults, has also been observed in the hippocampal transcriptome between young (4-6 months) and aged (24 months) Fischer 344 rats [57].

Our findings also share commonalities with previous targeted gene expression studies of hippocampal aging. Increased hippocampal expression of Hla-dra has been reported in aged (24 months) versus young (3 months) Fischer 344 × Brown Norway rats [58]. We have expanded on this work by demonstrating that increased expression of multiple MHC II components [*i.e*., MHC II alpha (Hla-dra), beta (Hla-drb1) and invariant (Cd74) chains, and the MHC II antigen-loading cofactor (Hla-dmb)], and multiple MHC II pathway-associated genes occurs between mature adult (12 months) and aged (26-28 months) rats. Similarly, the present study builds upon a previous finding of increased toll-like receptor (TLR) expression with aging in mouse whole-brain preparations [59], by demonstrating that increased expression of TLRs 3, 4, and 7 occurs primarily in hippocampal synapses and in the hippocampal CA3 subregion, and that TLR expression does not correlate with cognitive impairment.

Our findings extend these previous reports by characterizing a large set of MHC II components and associated immune/inflammation response factors and by demonstrating that increased expression of these genes occurs in both cognitively intact and impaired animals but that the extent of induction does not correlate with cognitive deficits. Interestingly, the magnitude of induction of these MHC II-mediated immune response genes was greater in CA1 and CA3 than in DG in nearly all cases, suggesting that pyramidal cell-containing subregions may undergo age-related neuroinflammation to a greater extent than granule cell-containing regions. Further, age-related increases in immune/inflammation response gene expression were, in many cases, larger in hippocampal synaptosome fractions than in dissected hippocampal subregions. MHC II pathway gene expression in hippocampal synaptosomes likely stems largely from astrocytic and microglial processes closely associated with synaptic compartments, while downstream inflammatory signaling factors may derive from the synaptic terminals themselves. This suggests that heightened antigen processing/immune response within the synaptic milieu may contribute to age-related dysfunction of hippocampal synapses and potentially plays a role in synapse loss [60-62].

Immunohistochemical studies of both human and nonhuman primate aging have demonstrated upregulation of MHC II alpha/beta chains in hippocampal microglia [18,21,63,64]. We have observed, in both aged cognitively intact and aged cognitively impaired rats, widespread mild and moderate microglial activation indicated by increased numbers of microglia expressing CD74 (*i.e*., the MHC II invariant chain), and altered morphological and immunoreactive phenotypes. While the percentage of activated microglia (reflecting the ratio of CD74^+^/Iba1^+ ^to total Iba1^+ ^microglia) was consistently increased by several fold in all aged rats compared to adults, these glia maintained a ramified morphology, rather than the ameboid, morphology typical of a phagocytic phenotype. This suggests that the neuroinflammatory state in the aged hippocampus, while elevated compared to adults, is not severe enough to induce a transition from a "surveilling" microglial phenotype [65,66] to the reactive phenotype associated with dramatic CNS insults and neurodegeneration [66-68]. In agreement with previous work, the total number of microglia (Iba1^+ ^cells) did not increase with aging [69], indicating that increases in Iba1 protein expression and numbers of CD74+ microglia reflect age-related activation rather than microglial proliferation or infiltration. Iba1/CD74 co-labeling extends previous findings of increased hippocampal microglial activation (CD74+ only) in comparisons of young (3-6 months) and aged (24+ months) [70,71] by demonstrating that an increased percentage of total hippocampal microglia are activated with advanced aging compared to mature adults. Additionally, previous studies [70-72] have generally compared young (3-6 months) and old (24+ months) rats, while our results demonstrate that microglial activation occurs between mature adulthood (12 months) and advanced age (24-26 months). Furthermore, we extend a previous finding of qualitative differences in populations of activated microglia in the aged Wistar rat hippocampus [70] by demonstrating that increased activation is evident across CA1, CA3, and DG, and that, within each subregion, the percentages of qualitatively distinct activated microglia (mild and moderate) are equivalent. Similar to the work by Gavilan and colleagues [70], fewer activated microglia were observed in close proximity to pyramidal and granule cell layers than associated with synapse-containing hippocampal layers. While adding to the evidence of hippocampal microglial activation with advanced aging, our findings also clearly demonstrate that the examined marker of microglial activation (CD74) is not directly associated with deficits of spatial learning and maze performance, in agreement with previous studies in the Long Evans rat [72].

We also observed increased astrocyte activation, as indicated by increased GFAP expression and morphological alterations, which occurred in the absence of astrocyte proliferation. Studies of humans, nonhuman primates, and rodent models of human aging have demonstrated increased glial fibrillary acidic protein (GFAP) gene and protein expression indicative of astrocyte activation and age-related astrocyte hypertrophy, in agreement with our findings [73-79]. Our observations agree with one of the first investigations of age-related hippocampal astrocyte activation, which demonstrated that these dystrophic astrocyte processes are often oriented in the same direction [77]. Our work also revealed that while astrocyte activation increases throughout the hippocampus with advanced aging, no cognitive decline-associated differences in GFAP protein content or numbers of GFAP^+ ^astrocytes are apparent between aged intact and aged impaired rats.

Our finding that MHC II pathway induction and glial activation occur in aged rats regardless of cognitive status raises the important question of whether neuroinflammation plays a role in the pathogenesis of cognitive decline [47]. Pathological gliosis and inflammation are associated with severe cognitive dysfunction in neurodegenerative/advanced disease states, traumatic brain injury, and direct inflammatory stimulation [17-24]. Hippocampal neuroinflammation has also been suggested to play a functional role in the etiology of age-related cognitive impairment [80,81]. A lesser degree of neuroinflammation occurs with normative aging than with disease or injury, and ranges from increased oxidative stress to induction of inflammatory signal transducing factors including cytokines, chemokines, complement, and stress response proteins which we and others have previously described in studies of hippocampal aging [12,25,27,55,82-84]. Age-related alterations in these factors suggest an allostatic shift toward a heightened basal neuroinflammatory state in the aging hippocampus. Establishment and maintenance of such a state has been termed "para-inflammation" and is thought to represent an adaptive response to persistent sub-threshold stimuli such as cellular/tissue stress [45].

The present work demonstrates that, while neuroinflammation at the level of MHC II pathway expression and glial activation may represent an aspect of age-related hippocampal dysregulation necessary for development of cognitive deficits, these measures do not correlate to cognitive performance deficits. It is likely that multiple age-related processes, including decreased neurotransmission, glial dysfunction, and increased neuroinflammation, combine with cognitive decline-related dysregulation of plasticity- and myelin-associated proteins and genes [27,55], to form an additive array of insults to impede healthy neuronal function and learning and memory [3]. Thus far, the triggering event(s) that cause the transition from an aged, cognitively intact state to an aged, cognitively impaired state have remained elusive. Additionally, the potential remains that other measures of neuroinflammation, including cytokines in both the CNS and systemically could directly correlate to impaired spatial learning and memory. The importance of the interplay between systemic inflammation, neuroinflammation, and brain function with aging was recently underscored by a report demonstrating inhibition of hippocampal neurogenesis by the systemic cytokine CCL11 [85]. Ultimately, our understanding of the functional roles of neuroinflammation in both protective and harmful CNS processes must advance in order to identify whether there are appropriate points for interventions seeking modulate age-related neuroinflammation with the goal of preventing or reversing age-related hippocampal dysfunction.

## Conclusions

These data demonstrate the age-related induction of mild to moderate neuroinflammation with aging in multiple regions of the hippocampus. Analysis of neuroinflammatory measures (MHC II pathway-associated gene expression, and astrocyte and microglial activation) in rats assessed for spatial learning and memory by Morris water maze testing revealed a lack of correlation between inflammation and behavioral performance, suggesting that these aspects of hippocampal neuroinflammation alone are not sufficient to induce age-related impairment of spatial learning and memory. Future work building on this demonstration of age-related induction of MHC II pathway and inflammatory response factor expression and glial activation in both cognitively intact and cognitively impaired aged animals will need to examine if and how age-related hippocampal changes such as those described here combine with cognition-specific alterations to ultimately impair spatial learning and memory.

## Abbreviations

CA1: cornu ammonis 1; CA3: cornu ammonis 3; DG: dentate gyrus; MHC II: major histocompatibility complex class II; CLIP: class II-associated invariant chain peptide; GFAP: glial fibrillary acidic protein; Iba1: ionized calcium binding adaptor molecule 1: SNK: Student Newman Keuls; BHMTC: Benjamini-Hochberg multiple testing correction

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

HDV, WMF, and WES conceived and designed the studies. JAF conducted behavioral testing, and HY and JPW performed hippocampus dissections. HDV, GVB, RMB executed and analyzed the experiments. HDV and WMF wrote, and all authors edited, read, and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

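RNA of hippocampal synaptosomes from 17 rats was measured on Illumina RatRef-12 arrays with 1 array per rat, in 5 adult, 5 aged intact and 7 aged impaired rats, and every array was assigned to its group and replicate number from the sample labels (0 arrays were left unassigned). The deposited intensity of each probe is the average bead signal that the authors read in GenomeStudio (version 1.0.6 in the submitters' processing notes), without background subtraction and without normalization between arrays, and the lowest of these signals is 28.9. The deposited p-value beside each intensity is the detection p that the authors obtained in GenomeStudio against negative control beads on the same array. The deposited value table equals these signals on every array, so the normalized values behind the paper's statistics are not used here. The scores of each animal in the water maze, the quantitative PCR, the immunoblots and the immunohistochemistry are not analysed here.

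Log2 intensities were made with neqc of limma 3.58.1 in R 4.3.3, with the background from the detection p-values, an offset of 16 and quantile normalization, and probes were kept that had a detection p under 0.05 on all arrays of at least 1 group (10457 probes, 9400 of them detected on every array). The platform annotation gives 1 gene symbol for 13192 of 22226 probes, several for 0 and none for 9034, and symbols were updated by Entrez ID for 13151 probes and kept as annotated for 41. A gene with several probes was represented by the probe with the highest mean log2 intensity. The 3 groups were fitted together with lmFit and eBayes, with 4 comparisons (all aged against adult, aged intact against adult, aged impaired against adult, and aged impaired against aged intact) and Benjamini-Hochberg adjustment over the tested probes at 0.05, and every adjusted p of a gene comes from this limma fit. The methods' test was run on the same values as a comparison over the 3 groups at an unadjusted p under 0.05, followed by Student-Newman-Keuls pairs and a threshold of 1.2-fold.

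Genes are named by a rule written before the data were examined. It names every gene of the paper's 21, Gfap, Aif1, Tlr3, Hspb1 and Actb, the 10 largest rises and the 10 largest falls with age among named genes past the threshold whose aged arrays all lie on one side of all adult arrays, the 3 genes each way with the smallest p between the aged groups (none passed), and in each gene list up to 4 members with the smallest p. The paper's tables of quantitative PCR values for the 21 genes had been seen when the rule was written. Gfap and Tlr3 have no probe with a gene symbol here and are not reported. In total, 32 lists of genes of antigen presentation, innate immunity, cell types, synapses, neighbouring tissues and cell metabolism were written before the data were examined, and 31 had enough tested members for camera of limma, with a preset correlation of 0.01, with an estimated correlation, and with Benjamini-Hochberg adjustment over the lists. Means over the paper's genes were compared with two-sided exact permutation tests and 95% intervals from limma, and called members of the MHC II list with Fisher's exact test.

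Arrays varied in brightness, with mean signals from 313 to 617, and adult replicate 4 had the lowest number of detected probes (10440) and the lowest mean correlation with the other arrays (0.976, where every other array had at least 0.986). The first 3 principal components of the log2 intensities held 31.4%, 15.4% and 13.4% of the variance. The fit was tested on simulated data before use, with 200 of 10457 probes changed by log2 values of 0.5, 1 and 2, and it recovered 92.5%, 98.5% and 100% of them for aged against adult and 86.6%, 100% and 100% for aged impaired against aged intact. The simulated noise was independent between arrays and probes, with no outlying array. The alternatives set before the data were examined were the deposited signals without normalization, no background correction, median scaling, an offset of 50, no filter or stricter filters on detection, the 1.2-fold threshold, the methods' test with and without Benjamini-Hochberg adjustment, fits of only the groups compared, array weights, the position on the slide, the replicate number as a block, the mean over the probes of a gene, average linkage, and each array left out in turn. A robust background, average normalization after background subtraction as in the methods, pairs of these choices, 3 clusters, exact relabelings of the gene lists and the tests of the lists without adult replicate 4 or aged impaired replicate 4 were added after seeing the data. The splits of the arrays, 100 with the real one included, were drawn with a fixed seed.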

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

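The tests of the slides, of the background correction, of microglia and of whether adult replicate 4 alone sets the falls with age were chosen only after the results they examine had been seen.

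Aged impaired replicate 4 carried far more immune transcript than the other aged rats. In the mean of the paper's 15 tested genes, its gap to the nearest aged impaired rat was 0.788 of the range of the group, and the same share was 0.793 for Cd74, 0.857 for RT1-DMb, 0.807 for Fcgr2b, 0.799 for Icam1, 0.780 for Cp, 0.776 for Lgals3 and 0.674 for Fcgr2a. The rat stood apart in the same way for Aif1 (0.775), C1qa (0.802), RT1-A1 (0.789), Cd53 (0.725), Slco2b1 (0.698) and Cd302 (0.650). Of 207 groups of values examined, 25 held such a rat where chance gives 10.35, and 14 of the 25 were this rat.

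Among transcripts chosen after their values were seen, aged impaired replicate 4 exceeded the highest other aged rat by 4.79 for Plac8, 3.92 for C4b, a near copy of C4a that may share its signal, 3.64 for Ifi27l2b and 2.69 for Fcgr3a on the log2 scale, and its mean over the interferon-induced genes was 8.39 against at most 7.55 in the other aged impaired rats. This rat was the highest of the aged rats for 10.1% of the detected probes, a share that cannot test a brighter array. Quantile normalization gives every array the same distribution of values. The signals before normalization argue against a brighter array, since its mean signal of 444 was the median of the 7 aged impaired rats (386 to 617). Against meninges or choroid plexus in the fraction, its best place among the 7 aged impaired rats for those marker lists was 6. Blood or lymphocytes stay open, since its best place among the aged impaired rats for these lists was 1, with a red blood cell mean of 8.67 against 8.59 in the next, while its place for lymphocytes and granulocytes was 7 in a list with 1 tested gene. Aged intact replicate 1 had a higher red blood cell mean (8.91) and a mean of 7.93 over the paper's genes, against 8.44 in aged impaired replicate 4. An immune response in this rat is a possible explanation that was not tested.

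Other single rats stood apart as well. In the mean of the paper's genes aged intact replicate 4 was low (0.771), in mean signal aged impaired replicate 7 was high (0.637), and in Cd74 adult replicate 5 was high (0.780). Adult replicate 2 was low for Fcgr2b (0.807) and S100a4 (0.75), adult replicate 4 was low for C1qa (0.848) and Mag (0.743) and high for Aif1 (0.736), aged intact replicate 1 was low for Actb (0.711), aged intact replicate 2 was high for Cd302 (0.780) and aged impaired replicate 6 was high for Mag (0.660).

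Signals beyond the genes the paper discusses were found in aged against adult rats, with 33 other named genes higher and 61 lower (50 and 22 with a robust background). The largest of these rises was that of Vim (1.31), and 7 of 29 genes of the lysosome were higher. Of 100 splits of the arrays into groups of these sizes, the highest other one called 15 probes where the real one called 125, so chance can be excluded at this number of splits (1 as large, the real one). The same holds for aged intact rats (32 called, highest other 9) and for aged impaired rats against adults (38 called, highest other 29). Between the aged groups, 0 probes were called where another split called up to 4, and since every split calls at least 0, the splits decide nothing there. Nor do they for the paper's genes higher in both aged groups (1, highest other 0, and 0 without adult replicate 3), since the paper chose these genes on the same arrays, or for the MHC II list (Fisher's exact p = 1.77e-05), where the smallest p in another split was 1 because none called a member, and where Cd74, 1 of the 3 called members, is among the paper's genes. For the gene lists, 12 of the 100 splits, the real one among them, passed at least as many lists as the real one. The highest other split passed 18 and the real one 13, so chance cannot be excluded for the number of lists.

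The paper's 15 tested genes, which were chosen on these arrays, were on average higher in the aged rats. The mean difference was also present without background correction (0.54, with a 95% interval from 0.32 to 0.76). This could hardly have come out otherwise, since the genes were chosen on these arrays. The correction also keeps the order of probes within an array, and quantile normalization follows with or without it. The comparison therefore bears on the size of the difference and does not test the correction as a cause. The slides stay open, since 0 of them held adult and aged arrays, so that batch and age cannot be told apart. More microglia in the aged fractions stay open too, since 21 microglia markers outside the paper's genes differed by 0.28 with an interval up to 0.51 (exact permutation p = 0.0019), which reaches the 0.35 of the paper's genes. That reach rests on aged impaired replicate 4. Without it the markers differed by 0.23 with an interval up to 0.29, which does not reach the 0.31 of the paper's genes. The interval of the paper's genes began at 0.26 without that rat, so the intervals overlap. Nor can this measure decide, since the paper's genes were chosen on these arrays for their rise. More microglia need not raise the markers as much as a list chosen in that way. With a robust background and all rats, the interval of the markers ran up to 0.74, which reaches the 0.68 of the paper's genes. The paper reports an unchanged density of microglia across groups, but in sections of other rats rather than in synaptosomes. Age itself, a biological explanation that the design names, was not tested apart from the slide.

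Of the 74 probes lower in aged rats, 8 remained called without adult replicate 4, the array with the fewest detected probes, and 15 with a robust background. Whether that array alone sets the falls stays open, since 65, 26, 22 and 14 of the 74 remained without adult replicates 1, 2, 3 and 5, the last a share of 18.9%. The rises also dropped without adult replicate 4, from 51 to 21. With array weights, which gave it a weight of 0.21, 64 of the 74 remained and 103 probes were lower in all. That goes against this array alone setting the falls, but a low weight does not remove the array. Another mix of cells or compartments in adult replicate 4 stays open too. In 0 of 18 lists of cell types and compartments it stood apart from the other adults, a bound that had been set to exclude such a mix, but it was the lowest adult in all 4 lists of neurons and synapses (9.04 for postsynaptic genes, against 9.19 to 9.28 in the others) and the highest in microglia, a shared shift that a test of each list among 5 rats can miss. A fall with age was not tested apart from the slide.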

How the results depend on the processing

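The robust background, the average normalization, 3 clusters, the exact relabelings of the lists, the lists without single arrays and the pairs of settings were chosen only after the results had been seen, and the cause of a change was not tested unless given.

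For aged against adult rats, 125 probes were called (51 higher, 74 lower). The count was 78 with the deposited signals without normalization (78 higher, 0 lower), which raise the median of all probes by 0.22, 6 with median scaling (6 higher, 0 lower), 49 with no detection filter, 74 with the 1.2-fold threshold, 13 with the methods' test after adjustment, 215 with array weights, 78 with slide position, 64 with average normalization (37 higher, 27 lower) and 54 with a robust background without adult replicate 4. The split was 81 higher and 59 lower with no background correction and 85 higher and 25 lower with a robust background. With 1 array left out, it ran from 29 (without adult replicate 4) to 200 (without adult replicate 1).

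Aged intact rats differed from adults in 32 probes, against 13 with the signals without normalization, 0 with median scaling, 18 with no filter, 291 with the methods' test, 15 with that test after adjustment, 80 with array weights, 13 with slide position and 80 with a robust background without aged impaired replicate 4, and 13 (without aged intact replicate 1) to 76 (without aged impaired replicate 4) with 1 array left out. Aged impaired rats differed in 38, against 364, 5, 24, 300, 13, 146, 22 and 71 in the same order of settings, 15 when only these groups were fitted, and 10 (without adult replicate 3) to 79 (without adult replicate 1) with 1 array left out. Between the aged groups, 0 probes were called, 18 with the methods' test and 1 with average normalization, and 0 in each of the 17 fits without 1 array.

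Of the paper's genes, 1 was higher in both aged groups, against 3 with the signals without normalization, 4 with no background correction, a robust background, the methods' test, array weights or average normalization, 0 with median scaling, 2 with probes detected on every array, a detection p under 0.01 or the mean over probes, 5 with a robust background without adult replicate 4 and 6 with a robust background without aged impaired replicate 4, and 0 (without adult replicate 3) to 4 (without aged impaired replicate 4) with 1 array left out. Between the aged groups 0 of these genes differed, and 1 (Erbb3, lower in aged impaired rats) with average normalization. Their mean difference between aged and adult rats kept its direction and call in all 9 alternatives (0.31 to 0.78) and in all 17 with 1 array left out (0.31 to 0.37). Between the aged groups the mean difference ran from -0.037 (without aged impaired replicate 4, where it reversed) to 0.074 (without aged impaired replicate 3) with 1 array left out and from 0.016 (robust background) to 0.13 (signals without normalization) in the 9 alternatives, and passed in none of these.

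Fisher's exact test of the MHC II list (p = 1.77e-05) passed in 16 of 19 alternatives and gave p = 1 with median scaling, with the methods' test after adjustment and with the replicate block, where no member was called, and 1.96e-08 (without aged impaired replicate 4) to 0.0207 (without adult replicate 4) with 1 array left out. With camera this list passed in all 7 alternatives. Of the gene lists, 13 passed for age, 2 with an estimated correlation, 6 with exact relabelings, 15 without adult replicate 4 and 14 without aged impaired replicate 4. Between the aged groups 3 passed, against 7 with median scaling, 5 with no filter, 5 without aged impaired replicate 4 (the lysosome list and the paper's genes besides, both lower in aged impaired rats), 0 with an estimated correlation and 0 with exact relabelings. In the grouping into 2 clusters, 11 aged arrays lay with adults, 6 with the signals without normalization and 0 with 3 clusters, and the test of cognitive status passed in none of 4 alternatives (p from 0.633 to 0.779). The correlation of the aged groups' differences (0.836) was 0.798 with the signals without normalization and 0.806 with a robust background.

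Of the named genes that passed, Calr was the only 1 to reverse, from -0.13 to 0.15 with the signals without normalization. In these signals the median of all tested probes was 0.22 higher in aged than in adult rats. Replicate numbers do not pair the rats, since deviations of rats with the same number had mean correlations of -0.025, 0.012 and -0.066 between the 3 pairs of groups, and 0, 1 and 1 of 5 rats correlated best with their own number. With the replicate block, 1 probe was called for aged against adult rats, 0 for aged intact, 0 for aged impaired and 0 of the paper's genes in both, with fewer residual degrees of freedom by construction. The background correction limits what can be said of the size of these differences, since the mean difference of the paper's genes of 0.35 was 0.54 with no background correction and 0.68 with a robust background.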

Differences from the paper's values

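No setting here was chosen to come closer to the paper, and the robust background and the average normalization were chosen after seeing the data.

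The paper's number of genes increased in both aged groups is 21, at an unadjusted threshold with a 1.2-fold change, and 1 of the 15 tested here (Serping1) passed in both at an adjusted p under 0.05. The paper also reports that quantitative PCR of the synaptosomes found each of the 21 increased with age, which is not analysed here. None of the alternatives set before the data were examined comes to within 1.5 times of the paper's number. The nearest of them are the methods' test at the paper's thresholds, no background correction and the fit without aged impaired replicate 4, each with 4, and array weights, also with 4. The methods' test was run on the neqc values, in which the differences of dim genes are compressed. Its 1.2-fold threshold is therefore not the same as on the paper's values, and it was not run on the average-normalized values. C1s, Cd74, Fcgr2b and Serping1 passed in the methods' test and with no background correction, C1s, Cd74, Ctse and Serping1 with array weights, Cd74, Fcgr2b, RT1-DMb and Serping1 without aged impaired replicate 4, and Cd74, S100a6 and Serping1 with the signals without normalization, while C1s and Serping1 passed with probes detected on every array, with a detection p under 0.01, with the mean over probes, without adult replicate 1 and without aged intact replicate 4. With a robust background, chosen after seeing the data, the same 4 as in the methods' test were called, and Ctse as well without adult replicate 4. The 4 drop 17 of the paper's 21, among them 6 that were not tested here. Average normalization called Cd74, Fcgr2b, S100a6 and Serping1. A robust background without aged impaired replicate 4, also chosen after seeing the data, called 6 (C1s, Cd74, Fcgr2b, Lgals3, RT1-DMb and Serping1). This drops 15 of the paper's 21, among them the same 6 that were not tested. For all aged against adult rats, Lgals3, Ctse, S100a6 and Fcgr2b passed with no background correction, and Tlr7 and Cp with a robust background, Cp only without aged impaired replicate 4. Of the 15 tested genes, 14 lay above 0 in aged intact and 13 in aged impaired rats.

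Hsbp1 is among the genes that the paper reports as increased, on the arrays and also by quantitative PCR of the same fractions, which is not analysed here. On the arrays it differed here by -0.12 between aged and adult rats (adjusted p = 0.30 from limma), with 8 of 12 aged rats below every adult. With 1 array left out, this difference ran from -0.15 to -0.071. With the signals without normalization it lay 0.10 above adults, where the median of all tested probes lay 0.22 above. A gene with a similar symbol, Hspb1, the small heat shock protein 27, rose by 0.30 (standard error 0.03, adjusted p = 0.0011 from limma), or by 1.10 with a robust background, with 12 of 12 aged rats above every adult.

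The paper states that aged rats clustered separately from adults, and the grouping here into 2 clusters set aged impaired replicate 4 against all other rats, whereas 3 clusters, a number chosen after seeing the first grouping, held the 5 adults, 11 aged rats and that rat apart. As in the paper, the aged rats did not group by cognitive status.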

Other observations

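The exact relabelings of the lists, the lists without single arrays and the robust background were chosen only after the camera results had been seen. The values here were not tested against claims of the paper, some of which concern protein or dissected subregions.

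Genes of lysosomal degradation were higher in synaptosomes of aged rats. Lamp1, a lysosomal membrane protein, rose by 0.20 (standard error 0.03, adjusted p = 0.0059 from limma, 0.083 with a robust background), Gusb, a glucuronidase, by 0.19 (standard error 0.03, adjusted p = 0.0089, a difference of 0.32 with a robust background), and Hexa, a hexosaminidase that degrades gangliosides, by 0.35 (standard error 0.07, adjusted p = 0.024, passing in 13 of the 17 fits that each left out 1 array). Of 29 tested lysosomal genes 7 were higher and 0 lower, 13 were higher when adjusted over the list alone, and the list had a median of 0.19 and passed in camera with a preset correlation (adjusted p = 3.4e-13), with an estimated correlation (adjusted p = 0.016) and in exact permutation (adjusted p = 0.0025). The list shares 4 tested genes with the MHC II list and 3 with the microglia list.

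Of the genes induced in reactive astrocytes, 3 of 10 were higher (Vim, Hspb1 and Serping1), with a median of 0.071 and adjusted p = 1.6e-06, but adjusted p = 0.055 with an estimated correlation (0.031 without adult replicate 4 and 0.038 without aged impaired replicate 4, whose mean was 7.61 against 7.42 in the next aged impaired rat) and 0.0017 in exact permutation, and 2 of the 10 are among the paper's genes. Markers of astrocytes in general did not pass (14 tested, median 0.027, adjusted p = 0.29). Complement genes had a median of 0.28 over 16 tested genes (adjusted p = 6.6e-08, 0.14 with an estimated correlation, exact permutation adjusted p = 0.017), and C1qa, a chain of the C1q that tags synapses for removal, differed by 1.13 (standard error 0.32, adjusted p = 0.098), and by 0.97 without aged impaired replicate 4, where it passed (adjusted p = 0.013). All 21 tested markers of microglia lay above 0 (median 0.24, adjusted p = 7.4e-10, 0.12 with an estimated correlation, exact permutation adjusted p = 0.012). Aged impaired replicate 4 stood apart in both lists, with means of 9.49 for complement and 9.17 for microglia against 8.58 and 8.42 in the next aged impaired rat. Without it the medians were 0.23 and 0.14 and both lists passed with an estimated correlation (adjusted p = 0.031 and 0.0040), whereas without adult replicate 4 the exact permutation adjusted p was 0.077 for each. Cd53, a tetraspanin of leukocytes, rose by 0.56 (standard error 0.11, adjusted p = 0.031, passing in 10 of the 17 fits that each left out 1 array, and a difference of 0.90 with a robust background), and P2ry12, the nucleotide receptor of surveying microglia, by 0.55 (standard error 0.11, adjusted p = 0.031, also in 10 of 17). Aif1, which encodes Iba1, had a difference of 0.029 (standard error 0.17, adjusted p = 0.94), which ran from -0.060 to 0.085 with 1 array left out. The paper reports more Iba1 in some subregions of aged rats, but as protein in other rats rather than RNA in synaptosomes. Actb had a difference of 0.16 (standard error 0.10, adjusted p = 0.41), which ran from 0.070 to 0.22 with 1 array left out.

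Genes of MHC class I presentation had a median of 0.094 over 21 tested genes (adjusted p = 9.4e-05, 0.36 with an estimated correlation, exact permutation adjusted p = 0.10). Aged impaired replicate 4 stood apart in this list (9.33 against 8.88), and without it the median was 0.060, with adjusted p = 0.13 with an estimated correlation and 0.018 in exact permutation. Pdia3, a disulfide isomerase of the peptide-loading complex, rose by 0.53 (standard error 0.12, adjusted p = 0.047) and Calr, its partner calreticulin, had a difference of -0.13 (standard error 0.03, adjusted p = 0.048, with the reverse sign in the signals without normalization and adjusted p = 0.23 with a robust background), and they passed in 3 and 2 of the 17 fits that each left out 1 array. RT1-A1, a class I heavy chain, differed by 0.77 (standard error 0.22, adjusted p = 0.11). Fc and phagocytic receptors (median 0.13, adjusted p = 0.0013), myelin (0.023, adjusted p = 0.0041), oligodendrocyte precursor (0.071, adjusted p = 0.041), meningeal (0.012, adjusted p = 0.041) and ribosomal protein genes (0.058, adjusted p = 0.0096) also passed upward with a preset correlation, and none of these did with an estimated correlation (adjusted p of 0.32, 0.42, 0.27, 0.51 and 0.57) or in exact permutation. For the Fc and phagocytic receptors this rests on aged impaired replicate 4 (8.13 against 7.55 in the next aged impaired rat), without which the median was 0.081 and the list passed with an estimated correlation (adjusted p = 0.031) and in exact permutation (adjusted p = 0.0071). Without adult replicate 4 the medians were 0.042 for myelin, 0.15 for precursors and 0.015 for ribosomal proteins, which then did not pass (adjusted p = 0.13), and adult replicate 5 stood apart for myelin (9.81 against 9.62 in the next adult).

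Markers of inhibitory neurons were the only list to pass downward (15 tested, median -0.15, adjusted p = 0.0041, 0.35 with an estimated correlation, exact permutation adjusted p = 0.11), with 0 members called and 3 lower when adjusted over the list alone. Reln, which encodes the reelin of interneurons, differed by -0.36 (standard error 0.10, adjusted p = 0.090), and the neuropeptide Npy by -0.25 (standard error 0.09, adjusted p = 0.18) with 12 of 12 aged rats below every adult. Of the 10 leading falls, Rnf112, Ptpro, Ptges2 and B4galnt1, which makes complex gangliosides, also passed with a robust background and passed in 3, 14, 16 and 16 of the 17 fits that each left out 1 array, while Map2k6, Inpp5a, the netrin receptor Unc5c, Gtf3c1, Septin8 and Rnf167 did not. Of the leading rises, S100a4 (0.58, adjusted p = 0.025), the transporter Slco2b1 (0.50, adjusted p = 0.031) and Cd48 (0.47, adjusted p = 0.048) passed in 14, 11 and 2 of the 17 fits that each left out 1 array. Ifitm3, an antiviral membrane protein, rose by 0.23 (standard error 0.05, adjusted p = 0.031, passing in 12 of the 17), and by 0.93 with a robust background.

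The remaining lists did not pass for age with a preset correlation. Their adjusted p was 0.073 for genes induced by interferons (0.037 without adult replicate 4 and 0.013 without aged impaired replicate 4, but 0.61 and 0.41 there with an estimated correlation), 0.091 for toll-like receptors (0.036 without adult replicate 4, but 0.37 with an estimated correlation), 0.090 for cholesterol synthesis, 0.30 for cytokines, excitatory neurons, activity genes, endothelium and red blood cells, 0.29 for presynaptic genes (0.030 and downward without adult replicate 4, but 0.37 with an estimated correlation), postsynaptic genes and thalamic genes, 0.28 for heat shock proteins, 0.54 for dividing cells, 0.55 for pericytes, 0.63 for choroid plexus and for mitochondria, and 0.95 for collagens. The list of lymphocytes and granulocytes had 1 of 29 genes tested and was not entered.

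Between the aged groups, myelin genes were lower in aged impaired rats as a set (20 tested, median -0.090, adjusted p = 1.7e-05), as were genes of oligodendrocyte precursors (7 tested, median -0.094, adjusted p = 0.014), and ribosomal protein genes were higher (55 tested, median 0.048, adjusted p = 0.0013). None of these lists passed with an estimated correlation (adjusted p of 0.53, 0.50 and 0.72), or in exact permutation (p = 0.071, 0.061 and 0.41 before adjustment, adjusted p of 0.55, 0.55 and 0.98, in the same order), so that these shifts are not established here. Cldn11, a claudin of myelin, differed by -0.43 and Pdgfra, the growth factor receptor of precursors, by -0.34, and neither passed (adjusted p = 0.996). Of the genes nearest to the threshold, Pbx4 and Isyna1 were higher in aged impaired rats by 0.091 (0.28 with a robust background) and 0.18 and Sec11c and Tmem175 differed by -0.20 and -0.16, with adjusted p = 0.996 for each.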
